# A weekly alternating diet between caloric restriction and medium fat protects the liver from fatty liver development in middle-aged C57BL/6J mice

**DOI:** 10.1002/mnfr.201400621

**Published:** 2015-01-21

**Authors:** Fenni Rusli, Mark V Boekschoten, Arantza Aguirre Zubia, Carolien Lute, Michael Müller, Wilma T Steegenga

**Keywords:** Dietary intervention, Gene expression profile, Metabolic markers, Nonalcoholic fatty liver disease, Steatosis

## Abstract

**Scope:**

We investigated whether a novel dietary intervention consisting of an every-other-week calorie-restricted diet could prevent nonalcoholic fatty liver disease (NAFLD) development induced by a medium-fat (MF) diet.

**Methods and results:**

Nine-week-old male C57BL/6J mice received either a (i) control (C), (ii) 30E% calorie restricted (CR), (iii) MF (25E% fat), or (iv) intermittent (INT) diet, a diet alternating weekly between 40E% CR and an ad libitum MF diet until sacrifice at the age of 12 months. The metabolic, morphological, and molecular features of NAFLD were examined. The INT diet resulted in healthy metabolic and morphological features as displayed by the continuous CR diet: glucose tolerant, low hepatic triglyceride content, low plasma alanine aminotransferase. In contrast, the C- and MF-exposed mice with high body weight developed signs of NAFLD. However, the gene expression profiles of INT-exposed mice differed to those of CR-exposed mice and showed to be more similar with those of C- and MF-exposed mice with a comparable body weight.

**Conclusions:**

Our study reveals that the INT diet maintains metabolic health and reverses the adverse effects of the MF diet, thus effectively prevents the development of NAFLD in 12-month-old male C57BL/6J mice.

## 1. Introduction

The modern Western-style diet and sedentary lifestyle often promote a positive energy balance, which has importantly contributed to the global rapid increase in the prevalence of metabolic syndrome in the recent decades [1–4]. Nonalcoholic fatty liver disease (NAFLD), a condition in which the liver excessively accumulates fat, has been considered as a hepatic manifestation of metabolic syndrome. Therefore, the increasing prevalence of metabolic syndrome and NAFLD becomes a major concern [5,6] and implies an urgent need for a feasible and effective dietary intervention to prevent NAFLD [7].

Calorie restriction diet (CR) is widely known for its beneficial effects on health that is consistently demonstrated in various species [8–10], and these beneficial effects also include a decrease in hepatic triglycerides (TGs) levels [11,12]. However, an issue that has been frequently raised regarding CR is the adherence of the general population to such a strict eating pattern [13,14], as many individuals might encounter difficulties on long-term adaptation to CR after many years of habituation to a Western-style diet, as was shown by Racette et al. [15]. Therefore, a dietary regimen with alternating applications of food restriction or even food abstinence and ad libitum consumption emerges as an attractive option. Various forms of alternating dietary intervention have been explored, such as alternate-day fasting, intermittent fasting, intermittent starvation, and every-other-day feeding. The results are promising, the health benefits of the different alternative regimens are similar to continuous exposure to CR, including improved glucose tolerance and decreased cardiovascular disease risk [14,16–19]. Consequently, the application of an alternating dietary regimen as a preventive measurement against the development of NAFLD becomes of interest.

In this study, we aimed to investigate whether an every-other-week restricted diet, which we termed as the intermittent (INT) diet, is able to reverse the detrimental effects of a Western-style diet on the liver and its implication on NAFLD development by the male C57BL/6J mice. In the INT diet we applied a medium-fat (MF; 25E% fat) ad libitum diet to represent the Western-style diet and a 40E% CR diet as the restricted diet, and the animal feeding was alternated in a weekly basis between the MF and 40E% CR. To demonstrate a progressive NAFLD development by the Western-style diet, we included an intervention group exposed to continuous MF diet ad libitum. In addition, we also included two other diet groups, an ad libitum feeding of a control diet (C) and a continuous 30E% CR to complement the comparison to a normal and healthy diet, respectively. At the age of 12 months, which is representative for the middle-age time point, we examined the NAFLD progression by analyzing the metabolic, morphological, and molecular features of NAFLD.

## 2. Materials and methods

### 2.1. Ethics statement

Experiments were approved by the Local Committee for Care and Use of Laboratory Animals at Wageningen University (code number: drs-2010151b).

### 2.2. Animals and diets

Male C57BL/6J mice (age of 7 wk) were purchased from Janvier (Cedex, France) and were housed in pairs of two in the light and temperature (20°C)-controlled animal facility of Wageningen University (12 h light/dark cycle, light on at 04.00). The mice received standard AIN-93G diet [20] (Research Diet Services, Wijk bij Duurstede, The Netherlands) for 2 wk upon arrival.

At the start of the diet intervention the mice were 9–wk-old, housed individually and randomly distributed into four intervention groups: (i) control diet (C) receiving AIN-93W diet ad libitum (*n* = 89); (ii) CR receiving AIN-93W-CR in portions containing 70E% of the mean energy intake (30E% reduced energy intake) of the group of the control mice were provided each day at 15.30 (*n* = 117); (iii) MF diet (25E% fat) receiving AIN-93W-MF ad libitum (*n* = 127); and (iv) INT receiving alternating 1 wk AIN-93W-MF ad libitum followed by 1 wk 60E% based on the mean energy intake (40E% reduced energy intake) of the mice on the AIN-93W diet (*n* = 155). AIN-93W is a variant of AIN-93M (maintenance of adult mice), which slightly differs on the fat source. The 10E% fat content in AIN-93M solely comes from soybean oil, while the fat source of AIN-93W is a mix of 6E% soybean oil and 4E% palm oil, in order to balance saturated and unsaturated fat composition. AIN-93W-MF, which was used in the MF diet regimen, also contained soybean and palm oil in the same proportion. AIN-93W-CR contained increased concentration of vitamins and minerals content in order to feed these mice the same concentrations of micronutrients as the mice receiving AIN-93W diet and avoid malnutrition. Complete diet composition is listed in Supporting Information Table 1 (Research Diet Services, Wijk bij Duurstede, The Netherlands). All mice were provided with ad libitum access to water.

Body weight of all mice was recorded every 2 wk. To represent a weekly body weight development, we weighed a smaller sample of mice of each intervention group every other week (20–24 mice). Food intake of 20 mice of each intervention group was measured every 3 months, comprising 1 wk measurement for the C, CR, and MF-fed mice and 2 wk measurement for the INT-fed mice. Portion sizes of the mice on the CR and INT were adjusted at the beginning of the study and at the age of 6 months based on food intake of C mice.

At the age of 12 months, 14 mice of each intervention group were sacrificed between 14.00 and 17.00 on five consecutive days (the remaining mice stayed in the experiment to allow an investigation at older ages). To analyze an adaptive capacity of peroxisome proliferator-activated receptor alpha (PPARα), seven mice in each intervention group were treated with a PPARα agonist, while the rest of the animals were mock-treated. Prior to sacrifice each mouse was first fasted for 4 h after which they received an intragastric gavage of either solvent (0.5% carboxymethyl cellulose) or PPARα agonist Wy-14643 dispersed in solvent (160 mg Wy-14643/kg body weight), then fasted again for another 6 h. All 14 mice of each diet group were included in metabolic parameter measurements to allow more optimal statistical analyses, but only 7 mock-treated animals were included in molecular analysis, since the treatment with the PPARα agonist would affect the gene expression levels. The PPARα adaptive capacity analysis will be covered in a separate publication. INT-exposed mice were sacrificed in their ad libitum MF feeding week.

After sedation with a mixture of isoflurane (1.5%), nitrous oxide (70%), and oxygen (30%), blood samples were collected by cardiac puncture, then followed by neck dislocation. The epidydimal white adipose tissue (WAT) and liver were weighed and were subsequently snap-frozen and stored at −80°C until further molecular and biochemical analyses. For histological analysis, the livers were fixed in 4% paraformaldehyde.

### 2.3. Oral glucose tolerance test

The mice sacrificed at the age of 12 months were all subjected to an oral glucose tolerance test (OGTT) 2 wk prior to sacrifice. In the OGTT, the mice were fasted for 6 h, then received 1.5 mg glucose per gram body weight via an oral gavage. Subsequently, blood glucose was measured 15, 30, 45, 60, 90, and 150 min following the glucose load using Accu-Check blood glucose meters (Roche Diagnostics, Almere, The Netherlands).

### 2.4. RNA isolation

Total RNA was isolated using TRIzol reagent (Invitrogen, Breda, The Netherlands) according to the manufacturer's instructions. The RNA was treated with DNAse and purified on columns using the RNeasy microkit (Qiagen, Venlo, The Netherlands). RNA concentration was measured on a NanoDrop ND-1000 UV–vis spectrophotometer (Isogen, Maarsen, The Netherlands) and RNA integrity was checked on an Agilent 2100 Bioanalyzer (Agilent Technologies, Amsterdam, The Netherlands) with 6000 Nano Chips according to the manufacturer's instructions. RNA was judged as suitable only if samples showed intact bands of 18S and 28S ribosomal RNA subunits, displayed no chromosomal peaks or RNA degradation products, and had a RNA integrity number (RIN) above 8.0.

### 2.5. Microarray hybridization and analysis

To reveal the liver transcriptomic profile of the four different diets, whole-genome gene expression was analyzed by microarray analysis. This analysis included seven mock-treated animals from each C, MF, and INT diet groups, and six animals from the CR diet group. One hundred nanograms of RNA was used for Whole Transcript cDNA synthesis (Affymetrix, Santa Clara, CA, USA). Hybridization, washing, and scanning of Affymetrix GeneChip Mouse Gene 1.1 ST arrays were carried out according to standard Affymetrix protocols. Arrays were normalized using the Robust Multiarray Average method [21,22]. Probe sets were defined according to Dai et al. [23]. In this method probes are assigned to unique gene identifiers, in this case Entrez IDs. The probes on the Gene 1.1 ST arrays represent 21225 Entrez IDs. For the analysis, only genes having intensity value of >20 on at least five array were taken into account, which resulted in 14 758 genes. Array data have been submitted to the Gene Expression Omnibus, with accession number GSE61233. The hierarchical clustering plot depicting gene expression profile similarity was constructed by using Multiple Experiment Viewer [24] and the accompanying body weight heatmap was prepared in Excel.

### 2.6. cDNA synthesis and real-time quantitative PCR

Real-time quantitative PCR (Q-PCR) was used to quantify gene expression changes for a selection of genes on all individual samples, as described previously [25]. For each individual sample, single-stranded complementary DNA (cDNA) was synthesized from 1 μg of total RNA using the first strand cDNA Synthesis Kit (Thermo Scientific, Landsmeer, The Netherlands) following the supplier's protocol. Primer sequences were retrieved from the online PrimerBank database [26], or otherwise designed using the Primer3 program [27] and the sequences of the primers used are listed in Supporting Information Table 2. Primers were tested for specificity by BLAST analysis. Q-PCR was performed using SensiMix SYBR No-ROX kit (Bioline, Alphen aan den Rijn, The Netherlands) and CFX384 thermal cycler (Bio-Rad, Veenendaal, The Netherlands). The following thermal cycling conditions were used: 2 min at 94°C, followed by 40 cycles of 94°C for 15 s, and 60°C for 45 s. Q-PCR reactions were performed in duplicate and all samples were normalized to 18S expression.

### 2.7. Histology

Paraffin-embedded liver tissues were cut at 5 μm thickness and mounted on Superfrost microscope slides. The sections were dewaxed in xylene and rehydrated in a series of graded alcohols. After staining with Meyer's haematoxylin-eosin (H-E) or fast green FCF/Sirius red F3B staining sections were mounted with DePex mounting medium (Gurr, Dorset, UK).

### 2.8. Hepatic TG content determination

Liver homogenates of 5% w/v were prepared in buffer containing 250 mM sucrose, 1 mM EDTA, 10 mM Tris-HCl (pH 7.5). Liver TG content was determined using the TG liquicolor monoreagent from Instruchemie (Delfzijl, The Netherlands) according to the manufacturer's instruction.

### 2.9. Plasma measurement

Plasma concentration of alanine aminotransferase (ALT) and aspartate aminotransferase (AST) were measured with commercially available kits from Instruchemie (Delfzijl, the Netherlands) following the protocol optimized by Stienstra et al. [28]. Plasma insulin level was measured using kit from ALPCO Diagnostics (Salem, NH, USA) according to the manufacturer's instruction.

### 2.10. Statistical analysis

Data analysis was performed with GraphPad Prism version 5.04 (GraphPad Software, San Diego, USA), using one-way ANOVA followed by Tukey post-test analysis. Correlation analysis was performed using Pearson correlation; *p* < 0.05 was considered significant.

## 3. Results

### 3.1. Modest body, liver, and WAT weight gain in mice exposed to an INT diet

To determine the physiological features of mice after exposure to the INT diet regimen, various parameters were measured. Adaptation to the high/low energy intake was observed in the weekly body weight measurements of the INT-fed mice, showing fluctuations in mean body weight related to the diet received in the preceding week (Fig. 1A). After the ad libitum feeding week body weight of the INT-fed mice was lower than that of the C and MF groups, while after the calorie restricted week their body weight remained higher than that of the mice in the CR group. Strong heterogeneity in body weight of mice in the C and MF diet groups was observed, which was reflected by the large error bars, in contrast to the mice within the CR and INT groups where the variation was very low.

**Figure 1:**
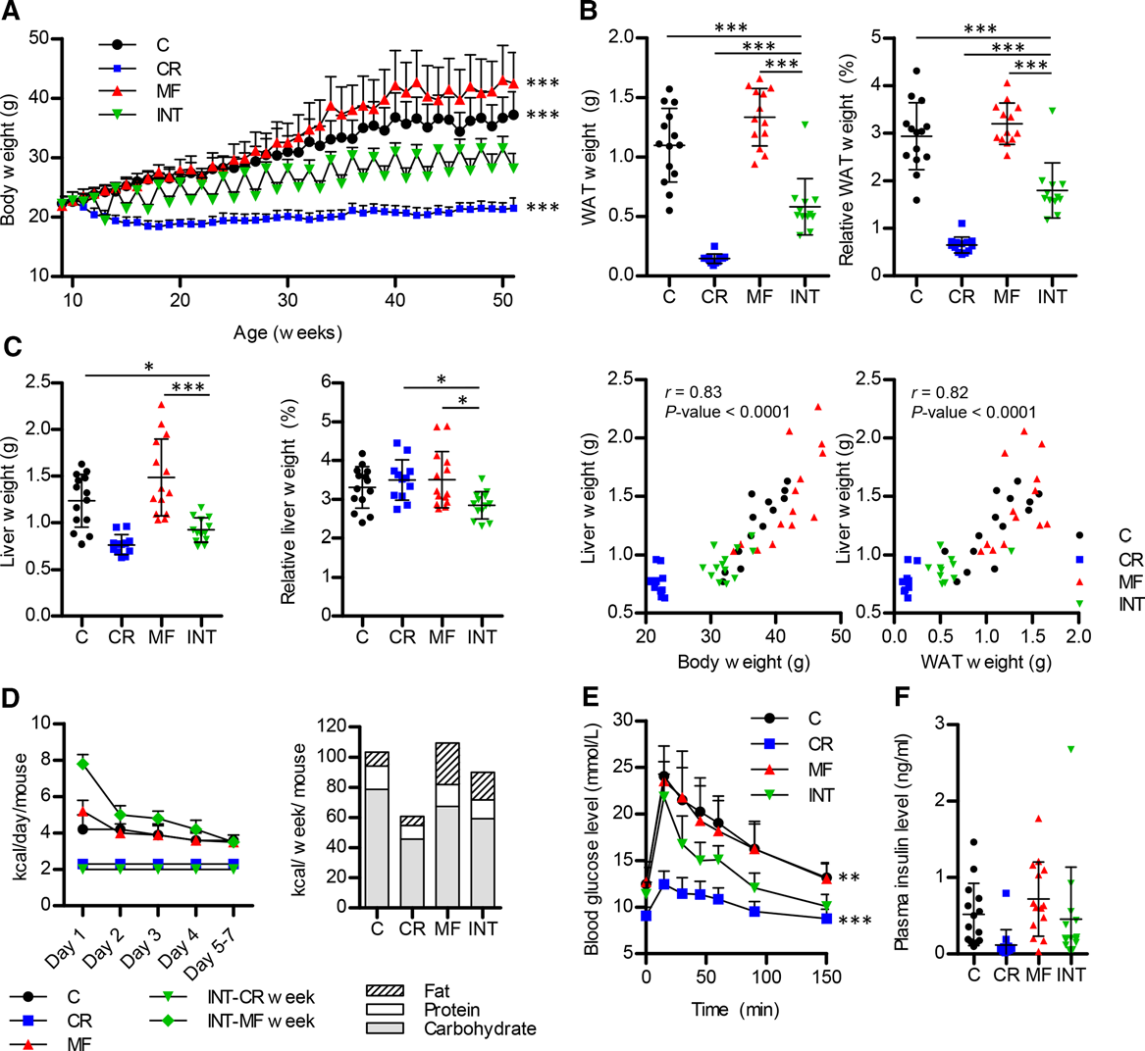
Beneficial effects of an INT diet regimen on body, WAT, and liver weight, food intake, and glucose tolerance. (A) Weekly measurement of body weight. (B) WAT weight and the ratio to the body weight. (C) Liver weight, ratio to body weight, and liver weight correlation with body and WAT weight. (D) Energy intake measurement at 12 months, daily (left) and weekly (right). (E) Glucose clearance measured by an oral glucose tolerance test. (F) Fasting plasma insulin levels. Error bars reflect standard deviation (SD). *p <0.05; **p < 0.01; ***p < 0.001 versus the INT-fed group.

Body weight gain in the C- and MF-fed mice included a significant increase in adiposity measured by the amount of white adipose tissue present in WAT, compared to the CR- and INT-fed mice (*p* < 0.001, Fig. 1B). Similarly, the WAT-to-body weight ratio also showed a significant increase in C and MF (*p* < 0.001). Liver weights of the INT-fed mice were nearly as low as that of the CR mice and differed significantly from the liver weights of the C and MF groups (*p* < 0.05 and <0.001, respectively, Fig. 1C). Interestingly, while the liver-to-body weight ratio of the C, CR, and MF groups were comparable, a slight but significant decrease was found for the INT-fed mice compared to CR- and MF-exposed mice (*p* < 0.05). Overall, a strong correlation between liver and body weight was observed (*r* = 0.83) and also between liver and WAT weight (*r* = 0.82).

### 3.2. Eating behavior and total energy intake in mice exposed to the INT diet

As anticipated, the switch between high/low food availability strongly affected the eating behavior of the INT-exposed mice. The daily energy intake measurement revealed hyperphagia during the first few days of the ad libitum feeding week (Fig. 1D), compensating the 40% energy reduction in the restricted feeding week, followed by a gradual decrease in food intake. As a result, the actual total energy intake of the INT-fed mice was 87.9% of the mean intake of the C-fed mice (Supporting Information Table 3A). Furthermore, since the INT-fed mice received the MF diet during the week they were fed ad libitum, overall these mice consumed more fat, 20.5% of the total energy intake, compared to 9% in the C group (Supporting Information Table 3B).

### 3.3. Tolerance to glucose was maintained in mice exposed to INT diet

To establish the effects of the different diets on glucose metabolism, an OGTT was carried out in the mice 2 wk prior to sacrifice. The maximal glucose level measured in the INT-exposed mice was lower and returned more rapidly to the basal fasting level than that of the C and MF groups (*p* < 0.01, Fig. 1E), though not to the extent as observed in the CR group. Similarly, the area under the curve (AUC) of the INT diet group was significantly lower than the C and MF groups (*p* < 0.001, Supporting Information Fig. 1), but not as low as the AUC of the CR diet group. Furthermore, averaged fasting plasma insulin level was lower in the INT-fed mice compared to mice that received the C and MF diets (Fig. 1F), although this effect did not reach statistical significance (*p* > 0.05) due to the large interindividual variation between the mice in the different intervention groups.

### 3.4. INT diet protected the liver from developing the biochemical and histological marks of NAFLD

Next, we evaluated the effects of the dietary interventions on various biochemical and morphological features related to the development of NAFLD. Fatty liver development was examined by quantification of the hepatic TG content. A very low TG content in mice exposed to the CR and INT diets was observed (Fig. 2A). Mice fed the C or MF diet showed hepatic TG deposition with a large interindividual difference, of which most of the animals exceed the diagnosis level of NAFLD, >5–10% (or 50–100 mg TG/ g liver) [29]. The level of TG content strongly correlated with body weight (*r* = 0.83, Fig. 2B) and liver weight (*r* = 0.91, Supporting Information Fig. 2A).

**Figure 2:**
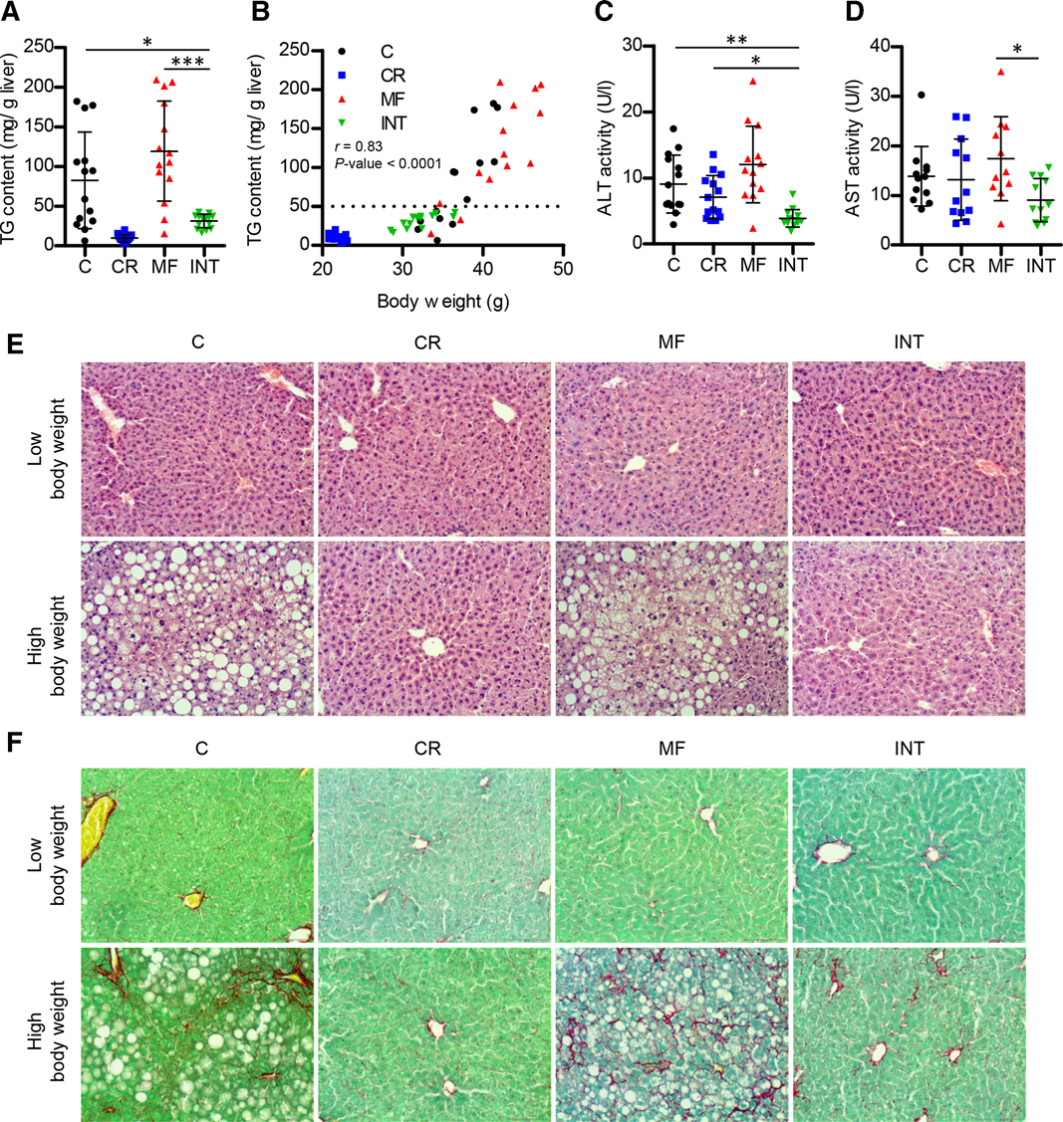
Hepatic TG, plasma ALT, and AST and liver histology indicated NAFLD development in C- and MF-fed mice, but not in mice exposed to the CR and INT diet. (A) Hepatic TG content. (B) Correlation between hepatic TG and body weight. (C) Plasma ALT. (D) Plasma AST. Error bars reflect SD. *p < 0.05; **p <0.01; ***p < 0.001 versus the INT group. (E) H–E staining and (F) FCF Green and Sirius Red staining of liver sections of animals with a high and low body weight (original magnification 200×).

To determine whether hepatic function was affected due to exposure to the different diets, serum levels of ALT and AST, two well-established markers of liver injury/damage, were measured. Interestingly, the lowest ALT and AST levels were detected in the INT group (*p* < 0.05, Fig. 2C and D). In C- and MF-fed mice we found that the elevated level of the ALT was correlated with increasing hepatic TG levels (Supporting Information Fig. 2B).

Histological analysis was carried out to examine whether the different diets induced morphological changes in the liver. H-E staining of liver sections of C- and MF-fed mice with high body weights (the highest tertile of bodyweight), of which elevated hepatic TG levels were measured, revealed fat accumulation with development of macro- and micro-vesicular lipid droplets (Fig. 2E). On the other hand, animals with the low body weights (the lowest tertile of body weight) of the C and MF groups displayed normal liver morphology, similar to animals of the CR and INT intervention groups with both low and high body weights. To assess the progression of hepatic fibrosis, we performed a collagen Sirius-red staining (Fig. 2F). The results obtained showed that the high body weight-animals of the C and MF groups developed collagen scarring, indicating the presence of hepatic fibrosis in these mice, while this effect was not observed in CR and INT-fed mice.

### 3.5. Gene expression profiles reflected the body weight similarity amongst the C, MF, and INT groups, but not for the CR group

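Liver RNA of 27 male C57BL/6J mice was analysed on Affymetrix Mouse Gene 1.1 ST arrays, with 1 array per mouse. These were the mock-treated mice of each diet: 7 on C, 7 on MF, 7 on INT and 6 on CR. Their diets began at 9 weeks of age, and they were sacrificed at 12 months, the INT-fed mice in a week of ad libitum MF feeding. For each mouse, 100 ng of RNA was labelled, and the authors normalized all arrays together by robust multiarray average. Each deposited value is the log2 intensity of a probe set. Of 35556 probe sets of the array's maker, 21218 named a single gene, 1881 named several and were left out, and 12457 named none. They covered 18820 genes, each represented by its probe set of highest mean value. The methods' intensity minimum of 20 on at least 5 arrays left 13603 genes. Normalization had brought the arrays' medians to between 5.21 and 5.27 log2 units, and between 63.8% and 65.6% of an array's probe sets lay above the intensity of 20. Pearson's r between pairs of arrays lay between 0.982 and 0.992. Arrays of replicates 1 to 4 in the sample labels (16 arrays) had a narrower interquartile range than those of replicates 5 to 7 (11 arrays), at 3.63 (SD 0.03) against 3.72 (SD 0.03) log2 units (2-sided permutation test, p = 2e-05). The sets were found from the quartiles of the arrays, so that this p is no independent test of them. Both sets hold mice of every diet, and values with the set as a block are given beside the results. Diets were compared gene by gene with limma over all 27 arrays. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over the 13603 genes. Lists of genes were compared with all other genes by limma's camera, with a preset and with an estimated correlation between genes.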

To obtain an overview of the molecular profiles induced by the different dietary interventions, a microarray analysis was carried out on the livers of the mice of all four intervention groups. An unsupervised clustering analysis was performed and a dendrogram plot of the gene expression profile similarity is depicted in Fig. 3A. The clustering analysis was performed on all genes, but due to space limitation the plot is represented by the top 250 most variable genes based on interquartile range. The dendrogram is complemented by a heatmap of the body weight, representing each animal. 

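In a tree of the 27 mice over 13603 genes, the lipid droplet gene Cidec had separate ranges in the 3 clusters, unlike Cidea and Mogat1. Cidec encodes a protein of the lipid droplet surface that promotes the growth of droplets. Its mean log2 intensity was 9.79 (SD 0.69) in a cluster of 9 mice, 7.17 (SD 0.70) in a cluster of 12 mice and 5.54 (SD 0.31) in a cluster of 6 mice. The lowest of the 9 mice (8.75) lay above the highest of the 12 (8.56). Cidea ranged from 4.58 to 8.67 in the 9 mice and from 3.68 to 5.34 in the 12, and Mogat1 from 4.89 to 7.20 and from 3.66 to 5.39, so that both overlapped. The 6 mice were all CR-fed mice, without any mouse of another diet. The 9 mice were 4 C-, 4 MF- and 1 INT-fed mouse, and the 12 mice were 3 C-, 3 MF- and 6 INT-fed mice. The tree rested on Pearson's r between gene-centred log2 values with average linkage, and it was divided into 3 clusters. The CR-fed mice joined the other 21 mice only at its root, at a mean r of -0.26, and stayed a cluster of their own at every division from 2 to 8 clusters. These genes were examined by cluster only after their values had been seen, and they are among the genes on which the tree rests.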

Three major clusters were observed: (1) a cluster of all animals in the CR diet group, (2) a cluster consisting of the C and MF animals that mostly contain a high body weight, and (3) a cluster that consists of animals with moderate body weight from the C, MF, and mostly INT diet group. The clustering and subclustering patterns of the second and third clusters suggested that the gene expression profile of the C, MF, and INT diet groups was strongly correlated with body weight similarity. 

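Many of the genes that differed most between the INT- and the CR-fed mice were genes that male and female mouse livers express at different levels. Cyp4a12a and Cyp4a12b, fatty acid hydroxylases of male liver, were higher in INT-fed than in CR-fed mice by log2 fold changes of 6.58 (standard error 0.29) and 6.32 (standard error 0.28). The mean log2 intensity of Cyp4a12a was 11.89 (SD 0.17) in 7 INT-fed mice and 5.31 (SD 1.07) in 6 CR-fed mice. Hsd3b5, a steroid dehydrogenase of male liver, was higher by 6.91, the organic anion transporter Slco1a1 by 5.47, the major urinary protein gene Mup6 by 3.91 and the fatty acid elongase Elovl3 by 3.43. Cyp2b13 and Cyp2b9, cytochrome P450 enzymes of female liver, were lower in INT-fed mice, with log2 fold changes of -7.10 and -4.61, and so were the transporter genes Slc22a26 (-4.30) and Slc22a27 (-3.82). Ppp1r3g, which targets a phosphatase to glycogen, was lower too, with -3.11. Cyp2b13 lay under the intensity of 20 in 7 of 7 INT-fed mice and Hsd3b5 in 5 of 6 CR-fed mice, so that background limits the size of these 2 changes.
Of 22 male-biased liver genes, 20 were higher and 0 lower in INT-fed mice, also 20 when adjusted over the list alone, with a median log2 fold change of 1.51 (camera, adjusted p = 9.91e-35, and adjusted p = 0.00728 with an estimated correlation). Of 22 female-biased liver genes, 12 were lower and 1 higher (14 and 1 adjusted over the list alone), with a median of -0.76 (adjusted p = 4.24e-14, and adjusted p = 0.0211 with an estimated correlation). Averaged over the male-biased genes, the mean log2 value was 11.13 (SD 0.14) in INT-fed and 8.81 (SD 0.33) in CR-fed mice, and the highest CR-fed mouse (9.25) lay below the lowest of the other 21 mice (9.76). Over all genes, limma called 2039, of which 1138 were higher and 901 lower in INT-fed mice, 77 and 70 of them at least 2-fold. The balance of directions depended on the scaling and the array set, with 1301 higher and 786 lower after median centring, 1058 and 1037 after cyclic loess, and 148 and 199 within replicates 5 to 7. In 818 of the called genes the groups did not overlap, for which chance gives 0.117% of genes. With the array set as a block, 2143 genes were called. Within replicates 1 to 4 there were 1038, and within replicates 5 to 7, with 3 INT- and 2 CR-fed mice, 347, where Cyp2b9 was no longer called (adjusted p = 0.228). Paralogs such as Cyp4a12a and Cyp4a12b, Cyp2b9 and Cyp2b13, or Slc22a26 and Slc22a27 are close in sequence and may share signal on the array.

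**Figure D1:**
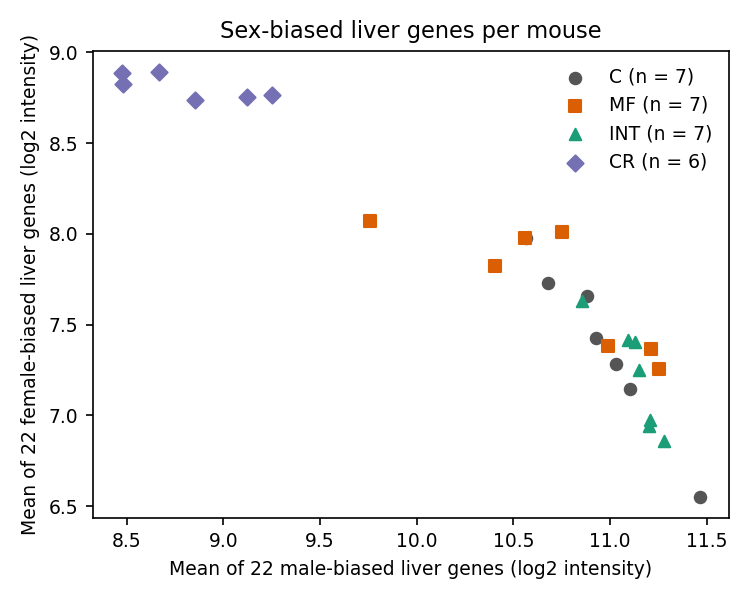
Mean log2 value of 22 male-biased (x axis) and 22 female-biased liver genes (y axis) in each of the 27 mice, by diet.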

Interestingly, the gene expression profile of the CR-exposed mice was distinct from those of the mice exposed to the INT diet, despite the fact that the physiological, biochemical, and morphological features of the mice in the CR and INT diet groups, e.g. hepatic TG content were similar.

**Figure 3:**
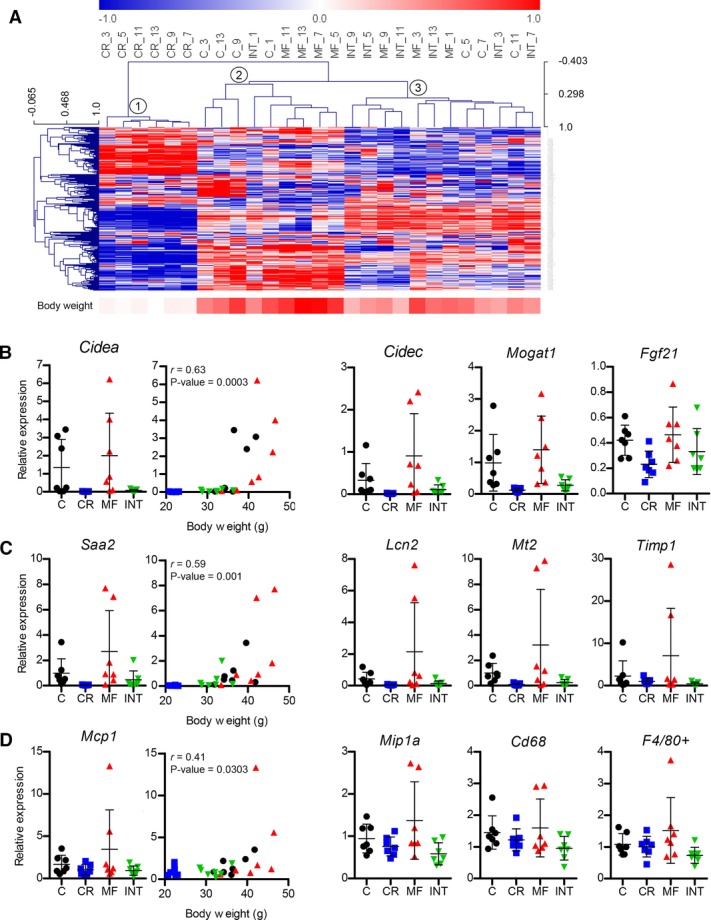
The INT-fed mice displayed a similar gene expression profile to the C- and MF-exposed mice with similar body weights. (A) A hierarchical clustering plot depicting the liver gene expression profiles similarity of the different diet regimens. The color band under the plot represents the body weight of individual mice in a white-to-red color scale (white = low values, red = high values). Q-PCR analysis on all animals of all dietary intervention groups shows differential expression of genes involved in (B) lipid droplet formation, (C) inflammatory and fibrosis, and (D) macrophage/monocyte recruitment. No statistical difference was found for gene expressions in the INT-fed mice compared to the other intervention groups. Error bars represent SD.

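No gene was called by limma between the INT- and the C-fed mice or between the INT- and the MF-fed mice, with 922 and 1479 genes at an unadjusted p under 0.05. Among the genes of smallest p between INT and C were Csad, an enzyme of taurine synthesis (log2 fold change 1.42, standard error 0.32, adjusted p = 0.259), and Bmp10, a ligand of endothelial receptors (0.41, standard error 0.08, adjusted p = 0.119). Between INT and MF they included Cyp2b10, a drug-metabolizing enzyme (-2.24, adjusted p = 0.224), Nckipsd (-0.42, adjusted p = 0.098) and Igfbp2, a binding protein for insulin-like growth factors (0.99, adjusted p = 0.281). Without MF replicate 6, 29 genes were called between INT and MF, these 3 among them. Without C replicate 5 there were 2 (Cyp2b10 and Nckipsd), and without C replicate 7 there was 1 (Nckipsd); with the array set as a block the count was 0 in both comparisons. Between the MF- and the C-fed mice limma also called 0 genes, with 464 at an unadjusted p under 0.05. Of these counts at an unadjusted p, that of INT and MF was 962 without MF replicate 3 and 872 without MF replicate 4, and that of MF and C was 729 without C replicate 5 and 723 without MF replicate 6.
Of the cholesterol synthesis genes, 0 of 20 were called between INT and C or adjusted over the list alone, and their median log2 fold change was 0.24 (camera, adjusted p = 0.000352, and adjusted p = 0.574 with an estimated correlation). Of the bile acid genes, 0 of 20 were called between INT and MF, but 2 were higher in INT-fed mice when adjusted over the list alone (median 0.09, adjusted p = 0.000397, and adjusted p = 0.28 with an estimated correlation). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, stood at 1.07 (adjusted p = 0.324) and was called without MF replicate 6 (adjusted p = 0.0427).
Over the gene-centred profiles, each of the 7 INT-fed mice was closer to the C- and MF-fed mice than to the CR-fed mice. Their mean Pearson's r, taken across genes, which are not independent replicates, was 0.0406 (SD 0.0393) with C-fed, 0.0074 (SD 0.0559) with MF-fed and -0.236 (SD 0.0692) with CR-fed mice. The difference between C and MF together and CR was 0.26 (SD 0.107, exact 2-sided permutation test over 38760 splits, p = 0.00217). With the array set means removed from each gene it was 0.276. Single C-fed mice lay between -0.182 and 0.171 and MF-fed mice between -0.265 and 0.257, and MF replicate 4, at the lower end, lay below all CR-fed mice.

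**Figure D2:**
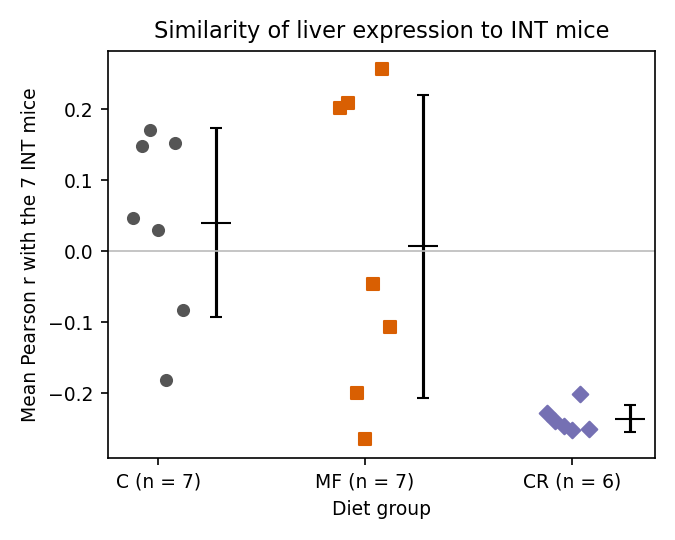
Mean Pearson's r over the gene-centred log2 values of each C-, MF- and CR-fed mouse with the 7 INT-fed mice. Horizontal bars give the mean and vertical bars the SD of each diet.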

### 3.6. Expression of genes associated with lipid droplet formation were increased with increasing body weight

To examine NAFLD development in the INT-fed animals at a molecular level in more detail, we analyzed the expression of genes involved in lipid droplet formation, which are known to be highly correlated with the severity of NAFLD [30–32]. Q-PCR analysis was performed on all mice of all four intervention groups for cell death-inducing DFFA-like effector A (*Cidea*) and C (*Cidec*), monoacylglycerol O-acyltransferase 1 (*Mogat1*), and fibroblast growth factor 21 (*Fgf21*; Fig. 3B). The expression levels of microarray and Q-PCR analysis corresponded to each other.

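On the arrays, Cidea, which promotes the fusion of lipid droplets, had mean intensities of 91.4 (SD 91.7) in 7 C-fed, 142 (SD 143) in 7 MF-fed, 16.2 (SD 4.70) in 7 INT-fed and 12.5 (SD 1.54) in 6 CR-fed mice. Cidec stood at 502 (SD 398), 824 (SD 669), 207 (SD 187) and 47.4 (SD 11.0) in the same order, and Mogat1, an acyltransferase of triglyceride synthesis, at 41.4 (SD 29.6), 71.2 (SD 45.2), 26.3 (SD 8.16) and 16.6 (SD 6.15). Fgf21, a hormone released by the liver, stood at 66.6 (SD 13.8), 70.1 (SD 13.8), 72.9 (SD 19.8) and 57.1 (SD 12.1). Cidea lay under the intensity minimum of 20 in 6 of 7 INT-fed and 6 of 6 CR-fed mice, and Mogat1 in 1 of 7 and 5 of 6, so that background limits the size of their log2 fold changes in these diets.
Between INT and MF, the log2 fold changes were -2.35 for Cidea (adjusted p = 0.324), -1.66 for Cidec (adjusted p = 0.366) and -1.22 for Mogat1 (adjusted p = 0.351). None was called over all genes, and 3 of the 4 were lower when adjusted over the list alone (camera over the 4, adjusted p = 0.00225, and adjusted p = 0.28 with an estimated correlation). The paper's Q-PCR measured these 4 genes in the same study, so that count is not independent evidence. Between CR and MF, limma called 3 of the 4, with Cidec at -3.45 (standard error 0.63), Cidea at -2.69 (standard error 0.67) and Mogat1 at -1.89 (standard error 0.41). Within replicates 5 to 7, with 2 CR-fed mice, none of these 3 was called (limma, adjusted p = 0.145, 0.252 and 0.401). Between INT and CR none was called, but Cidec, at 1.79 (adjusted p = 0.0537), passed the threshold under several other settings (adjusted p from 0.00428).
Of 30 genes of lipid droplets and steatosis, limma called 11 lower and 3 higher in CR- than in MF-fed mice (14 and 3 adjusted over the list alone, median -0.24, camera adjusted p = 0.00104, and adjusted p = 0.404 with an estimated correlation). Fitm1, which acts in droplet formation, stood at -2.11. Between INT and MF, 0 of the 30 were called and 11 were lower when adjusted over the list alone (median -0.22, adjusted p = 1.57e-08, and adjusted p = 0.28 with an estimated correlation). The 6 of 12 adipocyte markers that passed the intensity minimum, which include Cidec and the droplet coat gene Plin4, had 0 called and 3 lower over the list alone (median -0.37, adjusted p = 0.00893, and adjusted p = 0.28 with an estimated correlation).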

Mean expressions levels of the INT-fed mice for all four genes were lower than that of the C and MF groups. However, the observed differences did not reach statistical significance, most likely due to the large interindividual difference in expression levels observed in the C- and MF-fed mice, which was similar to the observed physiological features. Comparison of gene expression and body weight revealed significant positive correlations (*r* = 0.63–0.74) for all four genes (Fig. 3B and Supporting Information Fig. 3A). These results suggest that increased body weight might promote lipid droplet formation leading to NAFLD, while the INT regimen maintained a moderate body weight and low expression levels of genes involved in lipid droplet formation.

### 3.7. High body weight is essential but not sufficient for NASH pathogenesis

The effects of different diets on hepatic inflammation and fibrosis were assessed by Q-PCR analysis of four genes: serum amyloid A 2 (*Saa2*), lipocalin 2 (*Lcn2*), metallothionein (*Mt2*), and tissue inhibitor of metalloproteinase 1 (*Timp1*). The results presented in Fig. 3C revealed low expression levels of all four genes in all diet groups, except for a few animals in the C and MF groups that consistently showed elevated expression levels. Plotting of the gene expression levels versus body weight revealed that elevated expression levels of the inflammatory/fibrosis-related genes were exhibited by the C- and MF-exposed animals with the highest body weight (Fig. 3C and Supporting Information Fig. 3B), in which the positive correlations were considered significant (*p* < 0.0051–0.0102). However, not all animals with a high body weight showed elevated gene expression of the markers for inflammation and fibrosis, which was indicated by a weaker body weight-gene expression correlation compared with the lipid droplet formation genes (*r* = 0.48–0.59).

In addition, expression levels of previously established macrophage/monocyte marker genes linked to nonalcoholic steatohepatitis (NASH) pathogenesis [28], including monocyte chemoattractant protein 1 (*Mcp1*), macrophage inflammatory protein 1α (*Mip1α*), cell surface glycoprotein F4/80 (*F4/80^+^*), and CD68 antigen (*Cd68*), were analyzed. Expression levels of these macrophage/monocyte markers were generally low in all diet groups and an elevated level was only observed for a few animals in the MF group (Fig. 3D and Supporting Information Fig. 3C). It should be noted that elevated expression of inflammation and fibrosis genes was consistently found in the same animals having the highest body weight, explaining the weak correlations between the expression levels of monocyte/macrophage markers gene and body weight (*r* = 0.39–0.49).

Taken together, these results indicate that hepatic inflammation and macrophage/monocyte infiltration occur in only a few animals with high body weight mainly in the MF group. However, since not all mice having a high body weight showed these elevated gene expression levels of these markers, body weight is not necessarily an indicator of hepatic inflammation or infiltration.

## 4. Discussion

In this study, we showed that a weekly alternating diet consisting of 40E% CR and ad libitum feeding of a MF (25E%) diet prevented development of NAFLD/NASH, which was induced by life-long exposure to a MF diet and even the low-fat C diet. INT-fed mice maintained glucose tolerant, showed normal insulin levels, and low plasma ALT and AST levels. Furthermore, they did not exhibit signs of hepatic steatosis and fibrosis, indicated by the hepatic TG levels and morphology observations. Interestingly, all metabolic parameters measured were improved in the INT-fed mice and were found to be highly similar to the results obtained from mice that have been continuously exposed to a CR diet. Likewise, the INT and CR intervention groups exhibited no sign of hepatic lipid accumulation, inflammation, or macrophage/monocyte infiltration at the gene expression level.

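Saa2 and Lcn2, acute phase proteins released by the liver in inflammation, and Mt2, a metal-binding stress protein, were lower in CR- than in MF-fed mice, with log2 fold changes of -3.70, -2.24 and -1.91 (standard errors 0.74, 0.63 and 0.42). Their mean intensities in INT-fed mice were 940.4 (SD 1298), 1126 (SD 1264) and 3631 (SD 2341) against 2705 (SD 2346), 3981 (SD 3374) and 6846 (SD 3484) in MF-fed mice, and the difference between INT and MF passed for none of them over all genes (adjusted p = 0.389, 0.351 and 0.435). The macrophage marker Adgre1 was highest in CR-fed mice, at 291 (SD 61.8) against 188 (SD 26.4) in INT-fed mice, and was lower in INT than in CR (log2 fold change -0.62, standard error 0.15, adjusted p = 0.00494). Adgre1 was not called between CR and C or between CR and MF (limma, adjusted p = 0.13 and 0.0638). Timp1, an inhibitor of matrix proteases, lay near the intensity minimum of 20, between 16.9 and 21.4 in the 4 diets.
Of 29 genes of the acute phase and inflammation, 11 were lower and 0 higher in CR- than in MF-fed mice (14 adjusted over the list alone, median -0.29, camera adjusted p = 2.96e-06, and adjusted p = 0.366 with an estimated correlation). Between INT and MF, 0 of the 29 were called and 1, Orm3, was lower over the list alone. Orm3 had a log2 fold change of -1.82 (adjusted p = 0.324) and was called without MF replicate 6 (adjusted p = 0.0419). The median was -0.23 (adjusted p = 7.84e-11, and adjusted p = 0.28 with an estimated correlation). Of 29 macrophage and monocyte genes, 8 were lower and 0 higher in INT- than in CR-fed mice (12 adjusted over the list alone, median -0.31, adjusted p = 1.93e-05, and adjusted p = 0.49 with an estimated correlation). They included Cd9 (-0.60), the growth factor receptor gene Csf1r (-0.51) and the lysozyme gene Lyz2 (-0.50). Lyz2 was not called without CR replicate 4, 5 or 6 or INT replicate 1 or 7 (adjusted p up to 0.0963), or with the mouse number as a block (adjusted p = 0.0505). Against C, 0 of the 29 were called in INT-fed mice, and 0 adjusted over the list alone (median -0.25, adjusted p = 1.29e-08, and adjusted p = 0.409 with an estimated correlation), with Mpeg1 at -0.52 (adjusted p = 0.418). Against MF, both counts were also 0 (median -0.29, camera adjusted p = 1.43e-07, and adjusted p = 0.319 with an estimated correlation). In CR-fed mice, 3 were higher and 0 lower than in C, and 4 higher and 1 lower than in MF. The list passed in neither of these comparisons (medians 0.06 and 0.005, camera adjusted p = 0.281 and 0.35).
Of 26 genes of fibrosis and the extracellular matrix, 1 was higher in INT than in CR, the gelatinase Mmp2 (0.55), and 0 were called between INT and MF, the same when adjusted over the list alone (INT and MF median -0.10, adjusted p = 0.000397, and adjusted p = 0.402 with an estimated correlation). Of 8 MHC class II genes, which present antigen to T cells, 2 were lower in CR than in C, H2-Eb1 and H2-Ob (5 adjusted over the list alone, median -0.43, adjusted p = 0.00723, and adjusted p = 0.493 with an estimated correlation). The call of H2-Eb1 was lost without any 1 of 15 mice (C replicates 1, 2, 5 and 6, CR replicates 1, 2, 4, 5 and 6, MF replicates 3, 5, 6 and 7, INT replicates 1 and 6), and with no intensity minimum, cyclic loess, trended and robust variances or the array set as a block. That of H2-Ob was lost without CR replicate 2 (adjusted p = 0.0678) or C replicate 5 (adjusted p = 0.0551). None of 6 neutrophil markers was called between INT and C, with Csf3r lower over the list alone (median -0.06, adjusted p = 0.0205, and adjusted p = 0.409 with an estimated correlation). The paper's 4 genes of inflammation and fibrosis had a median of -1.35 between INT and MF, with 0 called and 4 lower over the list alone (adjusted p = 0.000657, and adjusted p = 0.28 with an estimated correlation). Its 4 macrophage and monocyte genes had a median of -0.34, with 0 called and Ccl3 lower over the list alone (adjusted p = 0.00435, and adjusted p = 0.28 with an estimated correlation). The paper's Q-PCR measured these 8 genes in the same study, so their counts are not independent evidence. Within replicates 5 to 7, with 2 CR-fed mice, Saa2, Lcn2, Mt2, Cd9 and H2-Ob were no longer called, and Adgre1, Csf1r, Lyz2, Mmp2 and H2-Eb1 were called within neither array set.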

Studies examining the effects of an increased dietary fat content on NAFLD development typically apply a high percentage of fat (40–60E%) to resemble the Western-style diet [33]. Hepatic steatosis is then acutely induced and developed at young age (3–4 months) [33]. However, the prevalence of NAFLD has been shown to increase with advancing age and this indicates that the adverse effect of Western diet accumulates over many years [34–37]. Therefore, in this study we applied a long-term exposure to a less extreme diet by using a fat content of 25E%, which we expected to simulate a slow onset of NAFLD developed at middle-age time point by the consumption of MF diet. We demonstrated that the long-term exposure of male C57BL/6J mice to a MF diet until the age of 12 months resulted in pronounced weight gain, impaired glucose clearance, elevated insulin levels, and an increase in plasma ALT levels. Hepatic steatosis and fibrosis were observed in some but not all mice which had the highest body weight. Together our results reveal that (i) long-term exposure to a MF diet seriously impairs metabolic homeostasis and is a risk factor for NAFLD development and (ii) applying every-other-week 40E% CR largely reversed the adverse health effects induced by the MF diet in 12-month-old mice.

Health-promoting effects of a CR diet have been commonly recognized, but compliance to such a diet is challenging for most individuals [15], and therefore an INT diet is explored as the alternative. Our results indicated that the adverse health effects of the MF diet could be reversed by applying every-other-week CR, however, it should be noticed that most metabolic parameters measured showed slightly better outcomes in the continuous CR-fed mice compared to the INT group. This result suggests that the INT regimen does not fully bestow all beneficial metabolic improvements of the CR diet. Only plasma ALT revealed significantly lower levels in INT-fed mice compared to mice that have received the CR diet. ALT is a transaminase enzyme and it has previously been shown that CR induces hepatic gluconeogenesis, accompanied by increased transamination activity as the first step in amino acid catabolism, resulting in elevated plasma ALT level [38]. In addition, it should be noted that although the outcomes of the INT diet regimen are novel as it discovers a remarkable improvement on liver parameters compared to an MF diet, we cannot exclude that the health benefits observed are (partially) due to lower body weights, in addition to the alternating of the diets.

We found that, despite the similarity in energy intake between the C and MF diet group, the animals that received a higher fat content in their diet developed a higher body weight. This has been observed in more studies [25,39] and possibly results from the lower energy requirement to store excess energy from fat than from carbohydrate, due to the additional conversion of glucose to fatty acids. However, our results demonstrate that body weight gain, and not the type of the diet, is a stronger predictor of hepatic steatosis development, e.g. liver mass, hepatic TG accumulation, and expression of genes associated with lipid droplet formation. Then, the development hepatic fibrosis and inflammation seem to be triggered by additional factor(s) in addition to body weight, as not all animals with the highest body weight developed fibrosis or inflammation, supporting the role of the “second hit” required in the development of NASH as first proposed by Day and James [40].

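The lipid droplet gene Cidea differed widely between mice within C and within MF. It ranged from 13.0 to 229.5 in C-fed and from 16.5 to 407 in MF-fed mice, and 4 C-, 5 MF- and 0 CR-fed mice exceeded the highest INT-fed mouse. For Mogat1 these counts were 3, 5 and 0, for Lcn2 2, 4 and 0, and for the chemokine gene Ccl3 4, 4 and 0. For Cd68, a lysosomal protein of macrophages, they were 1, 3 and 2. Cidec and Mt2 each had 2, 4 and 0, Saa2 1, 2 and 0, and Ccl2 2, 2 and 1. Fgf21 had 0, 0 and 0, Timp1 1, 2 and 2, and Adgre1 4, 4 and 6. Of the paper's 12 Q-PCR genes, 10 deviated more from the median of their diet in the 14 C- and MF-fed than in the 13 CR- and INT-fed mice. Cidea alone passed the test, with a mean deviation of 1.48 against 0.20 log2 units (permutation test, adjusted p = 0.0006 over the 12 genes). Since it lay under the intensity minimum of 20 in 12 of these 13 mice, where background leaves little room to vary, this test does not show a smaller variation in CR- and INT-fed mice. Cidec, above the minimum in all mice, deviated by 1.16 against 0.51 (permutation test, adjusted p = 0.131).
Over all 13603 genes, the distance of a mouse to the mean of its diet was 0.224 (SD 0.033) in C, 0.236 (SD 0.055) in MF, 0.209 (SD 0.029) in CR and 0.202 (SD 0.014) in INT, as a root mean square log2 deviation. C and MF exceeded CR and INT by 0.0249, which did not pass the test (2-sided permutation test, p = 0.0771). Over the 250 most variable genes the difference was 0.192 (permutation p = 0.00477), and with array set means removed 0.0309 (permutation p = 0.0172). Leaving out a mouse brought its p under the threshold in 7 of 27 fits (C replicates 1 to 4, MF replicates 5 and 7, and CR replicate 5).
Mice with higher lipid droplet genes also had higher inflammation and fibrosis genes. Over the 14 C- and MF-fed mice, the scores of Cidea, Cidec, Mogat1 and Fgf21 and of Saa2, Lcn2, Mt2 and Timp1 were related with Pearson's r = 0.834 (permutation p = 0.00011, adjusted p = 0.00066) and Spearman's rho = 0.842 (permutation p = 0.0003, adjusted p = 0.0036), adjusted over 12 relations. Within replicates 1 to 4 and 5 to 7, r was 0.827 and 0.819 (permutation test, adjusted p = 0.0308 for both) and rho 0.619 and 0.829, which did not pass (permutation test, adjusted p = 0.302 for both). Without the 2 mice farthest from the median r was 0.829. Within MF alone r was 0.89 (permutation test, adjusted p = 0.0186), and within C alone 0.709, which did not pass (permutation test, adjusted p = 0.0751). Without the 2 farthest mice of each diet neither passed, at 0.954 within MF and 0.527 within C (permutation test over 5 mice, adjusted p = 0.06 and 0.46); with the 7 INT-fed mice included it was 0.779. The lipid droplet score and that of Ccl2, Ccl3, Adgre1 and Cd68 gave r = 0.658 (permutation p = 0.012, adjusted p = 0.0205) and rho = 0.534 (permutation p = 0.0529, adjusted p = 0.127). Within the sets r was 0.703 and 0.628 (permutation test, adjusted p = 0.0816 and 0.333), within C and MF alone 0.614 and 0.703 (adjusted p = 0.132 and 0.116), and without the 2 farthest mice 0.661 (adjusted p = 0.06), none of which passed. Without the 2 farthest mice of each diet, with 5 left, r was 0.921 within MF, which passed (permutation test, adjusted p = 0.0333), and 0.045 within C (adjusted p = 0.892). For the inflammation and macrophage scores r was 0.659 (permutation p = 0.0103, adjusted p = 0.0205) and rho 0.468 (permutation p = 0.0944, adjusted p = 0.185). In the sets r was 0.845 and 0.367 (permutation test, adjusted p = 0.0308 and 0.508), within MF alone 0.809 and within C alone 0.212 (adjusted p = 0.0482 and 0.646). Without the 2 farthest mice it was 0.304 over C and MF (permutation test, adjusted p = 0.448). Without the 2 farthest mice of each diet it was 0.87 within MF and -0.294 within C (permutation test over 5 mice, adjusted p = 0.114 and 0.664).

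**Figure D3:**
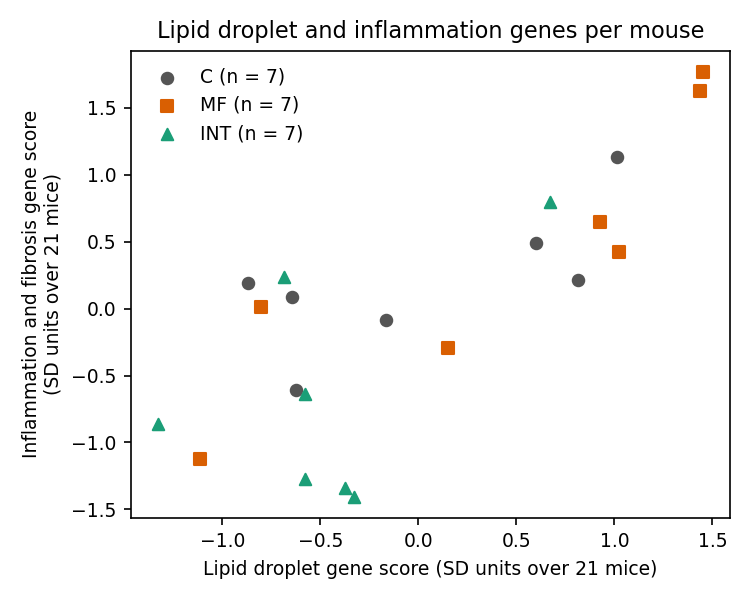
Score of the paper's 4 lipid droplet genes against that of its 4 inflammation and fibrosis genes in each of 21 C-, MF- and INT-fed mice, in SD units over these mice.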

Substantial interindividual variation in all analyzed features was observed between mice of the C and MF groups. Heterogeneity in the response to diets is a previously reported characteristic of C57BL/6J mice [41,42]. We previously also showed that, upon exposure to a low- or high-fat diet, low or high responders could be distinguished in both intervention groups. The low and high responders revealed differences in food intake, body-weight gain, adiposity, a broad range of plasma markers, and liver features [30]. A number of possible mechanisms behind the observed variation in C57BL/6J mice have been proposed, such as copy number variations in the mouse genome and epigenetic features, but the exact underlying cause is not known yet [42,43].

The results obtained in this study showed that in all four intervention groups both WAT and liver weight correlate, as expected, with body weight. However, the ratio of WAT- and liver-to-body weight in INT-exposed mice revealed an intriguing weight distribution. While relative WAT weight was higher than that of CR-fed mice, relative liver weight was significantly lower, suggesting a potential beneficial health effect for the liver of the INT compared to the CR diet. When more energy is consumed than needed for daily energy expenditure, the excess is in first instance stored in WAT, which has the capacity to expand in order to store the surplus of lipids and to prevent ectopic fat deposition. However, there is a limit to the lipid storage capacity of WAT and when this is exceeded, spillover is suggested to occur resulting in fat storage in organs, such as heart, pancreas, skeletal muscle, and liver [44]. When fat accumulation in the liver exceeds the threshold of 50–100 mg TG/ g liver it results in liver steatosis (Fig. 4A). Thus, the fact that the relative WAT weight was much higher than the relative liver weight in INT-fed mice suggests that energy excess consumed during the ad libitum MF week is primarily stored in the WAT, but the energy deficiency during the CR week is compensated by releasing fat from the liver, instead of fat utilization from WAT (as illustrated in Fig. 4B). This hypothesis is supported by a previous finding showing a rapid liver fat clearance (up to 29.6% decrease of liver TG content) occurring after 48 h of CR in humans [11]. Although the exact mechanism of the rapid liver fat extraction is unknown, this is an intriguing feature of the INT regimen that might contribute notably to NAFLD prevention by the INT diet.

**Figure 4:**
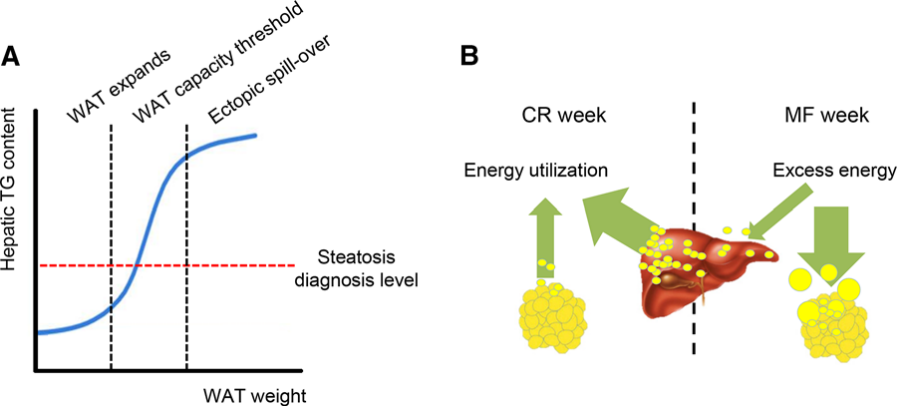
Proposed models for how the fat storage is distributed in WAT and liver. (A) Excess fat is initially stored in WAT, which may expand until a certain threshold. If the lipid-storage capacity is reached, ectopic fat deposition starts to occur in various organs, such as the liver. (B) During the ad libitum feeding week, the excess energy is mainly stored in WAT, but the compensation of deficit energy during the restricted feeding week might be mobilized predominantly from the liver fat storage. This proposed mechanism of an alternating diet may prevent hepatic steatosis development.

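Many, though not all, genes of fatty acid synthesis were lower in INT- than in CR-fed mice. Of 23 tested, limma called 14 lower and 1 higher (16 and 1 adjusted over the list alone, camera adjusted p = 1.19e-10, and adjusted p = 0.134 with an estimated correlation). Acly, which makes acetyl-CoA for lipid synthesis, had a log2 fold change of -1.79 (standard error 0.20), the fatty acid synthase Fasn -1.46 (standard error 0.15) and the elongase Elovl6 -1.36 (standard error 0.16). The member that was higher was Elovl3, also a male-biased gene. Many genes of fatty acid oxidation went the other way. Of 36, 20 were higher and 1 lower in INT-fed mice (22 and 2 adjusted over the list alone, adjusted p = 6.15e-08, and adjusted p = 0.49 with an estimated correlation). Vnn1, a target of PPARa, stood at 1.65, the thioesterase Acot1 at 1.16 and the peroxisomal isomerase Eci2 at 0.61. The lower member was Ppargc1a, a coactivator of oxidative and gluconeogenic genes, at -1.78 (standard error 0.17, adjusted p = 1.58e-08). The CR-fed mice received their portion at a fixed time each day. Feeding time therefore went with the diet in every comparison with CR, and its part in the metabolic genes was not tested.
Of 20 cholesterol synthesis genes, 6 were lower and 0 higher (7 adjusted over the list alone, median -0.49, adjusted p = 8.08e-06, and adjusted p = 0.49 with an estimated correlation), with the kinase Pmvk at -1.39 and the sterol cyclase Lss at -1.17. Of 20 bile acid genes, 6 were higher and 3 lower (6 and 4 adjusted over the list alone, median 0.17, adjusted p = 0.0188, and adjusted p = 0.49 with an estimated correlation). Cyp7b1, of the alternative pathway, stood at 2.36 and the transporter gene Slco1a4 at -1.86. Of 28 genes of gluconeogenesis and amino acid catabolism, 8 were lower and 1 higher (11 and 1 adjusted over the list alone, median -0.14, adjusted p = 0.000138, and adjusted p = 0.49 with an estimated correlation). The aminotransferase Got1 stood at -1.16 and Tat, which degrades tyrosine, at -0.53.
Of 19 hepatocyte markers, 4 were lower and 1 higher in INT-fed mice (median -0.02, adjusted p = 0.166). Of 16 endothelial and sinusoidal markers, 5 were lower and 0 higher, with Mrc1 at -0.36 (median -0.11, adjusted p = 0.00188, and adjusted p = 0.49 with an estimated correlation). Of 6 cholangiocyte markers, 1 was lower, Krt7 at -0.35, and of 15 stellate cell markers, 1 was higher, Hgf at 0.37 (adjusted p = 0.0556 and 0.297 for these lists). In these lists the counts adjusted over the list alone were the same. Within replicates 5 to 7, Vnn1, Mrc1 and Hgf were no longer called (adjusted p = 0.117, 0.177 and 0.0813), Acot1 was not called within replicates 1 to 4 (adjusted p = 0.244), and Tat and Krt7 were called within neither set. Acot1 was not called either without INT replicate 1 or 4 or CR replicate 5 or 6 (adjusted p up to 0.0904), with only the 2 groups compared (adjusted p = 0.0533) or with the mouse number as a block (adjusted p = 0.061).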

Remarkably, our results revealed that while the metabolic profile of INT-fed mice was comparable to that induced by the CR diet, the INT- and CR-fed mice showed different transcriptomic profiles. As the INT-fed mice were sacrificed during their ad libitum MF feeding week, gene expressions patterns observed were most likely regulated to adapt to the ad libitum feeding condition to maintain homeostasis. This suggests that the transcriptome is a more flexible phenotype and more closely resembles the ad libitum-fed groups. 

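CR-fed mice differed from the C- and MF-fed mice in many of the genes in which they differed from the INT-fed mice. The fixed daily feeding time of the CR-fed mice went with their diet, and its part in these differences was not tested. Limma called 2382 genes between CR and C (1151 higher and 1231 lower in CR) and 2690 between CR and MF (1166 higher and 1524 lower). The balance of directions depended on the setting. Against MF it was 1338 higher and 1381 lower after cyclic loess and 1289 and 1351 after median centring. Against C it was 1228 and 1236 after cyclic loess and 1034 and 1313 after median centring, and 537 and 689 within replicates 1 to 4 but 296 and 201 within replicates 5 to 7. Against MF it was 809 and 1168 and then 176 and 155 in the sets. The groups did not overlap in 888 and 933 of them, for which chance gives 0.117% of genes. In all, 578 genes were higher and 791 lower in CR than in each of C, MF and INT. Since the 3 comparisons share the CR-fed mice, 1369 genes in common were set beside other values: independent lists would give 6.5 higher and 11.5 lower, a value that leaves out the shared mice, and simulated data with no effect gave 0, which leaves out the effects. Neither is the value expected with no shared effect. Between CR replicates 1 to 3 against C and CR replicates 4 to 6 against INT, which share no mouse, 690 genes were called in both in 1 direction, where independent lists would give 67.5. That value takes all genes as equally likely to be called and leaves out their differences in variance. It is therefore not the exact value expected with no shared effect either.
Of the male-biased genes, 19 of 22 were lower and 0 higher in CR than in C (20 adjusted over the list alone, median -1.37, camera adjusted p = 1.49e-29, and adjusted p = 0.017 with an estimated correlation). Cyp4a12a had a log2 fold change of -6.77 (standard error 0.29) against C and -6.32 (standard error 0.29) against MF. Rarres1, which is not on that list, stood at -3.69 and -3.46. Of the female-biased genes, 14 were higher and 1 lower (14 and 2 adjusted over the list alone, median 0.77, adjusted p = 2.77e-10, and adjusted p = 0.0788 with an estimated correlation). Cyp2b13 stood at 6.61 against C and 5.67 against MF, sizes limited by background, since it lay under the intensity of 20 in 6 of 7 C- and 4 of 7 MF-fed mice. Outside the lists of sex-biased genes, Acmsd, an enzyme of tryptophan breakdown, was higher in CR by 2.01 and 2.42, and Slc2a4, the insulin-responsive glucose transporter, by 2.07 against MF. In the list of growth hormone, IGF and insulin signalling, 4 of 21 genes were higher and 2 lower in CR than in C (5 and 2 adjusted over the list alone), among them the leptin receptor gene Lepr (1.65) and Igfbp1 (1.36). The median of this list was -0.02 and its mean 0.11, of opposite sign (adjusted p = 0.752). Of the cholesterol synthesis genes, 12 of 20 were higher and 0 lower in CR than in C (17 adjusted over the list alone, median 0.60, adjusted p = 8.7e-10, and adjusted p = 0.401 with an estimated correlation), with Sqle, an epoxidase of the pathway, at 1.14.
With the array set as a block, 2499 and 2791 genes were called against C and MF. Within replicates 1 to 4 there were 1226 and 1977, and within replicates 5 to 7, with 2 CR-fed mice, 497 and 331, where Igfbp1 was no longer called against C (adjusted p = 0.47). Sqle was called within neither set (adjusted p = 0.131 and 0.132). From the difference of INT-fed from CR-fed mice in their transcriptome despite comparable metabolic features, and from the sacrifice of the INT-fed mice in their ad libitum week, the paper proposes that the transcriptome is a flexible phenotype that comes closer to the ad libitum-fed groups.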

Unfortunately, due to the limited number of animals in this study, we were not able to assess the liver transcriptomics of the INT-fed mice during their restricted feeding week.

In conclusion, the results obtained in this study show that a weekly alternating INT diet varying between 40E% CR and ad libitum MF feeding prevents NAFLD development in 12-month-old male C57BL/6J mice. Mice exposed to the INT diet retain healthy physiological features as displayed by continuous exposure to CR, while the gene expression profile was shown to be dissimilar with CR, but more similar to that of C- and MF-fed mice with comparable body weight.

## Abbreviations

ALT: alanine aminotransferase
AST: aspartate aminotransferase
C: control diet
CR: calorie restriction diet
H-E: haematoxylin-eosin
INT: intermittent
MF: medium fat
NAFLD: nonalcoholic fatty liver disease
NASH: nonalcoholic steatohepatitis
OGTT: oral glucose tolerance test
Q-PCR: real-time quantitative PCR
TG: triglyceride
WAT: epididymal white adipose tissue

# Supplementary material for: A weekly alternating diet between caloric restriction and medium fat protects the liver from fatty liver development in middle-aged C57BL/6J mice
**Source:** Mol Nutr Food Res. 2015 Jan 21;59(3):533–43. doi: 10.1002/mnfr.201400621
**Supplement:** Supplementary file 1 — Figure S1. The area under the curve (AUC) of oral glucose tolerance test (OGTT) of INT diet group significantly lower than the C and MF diet groups, but not to the extent of CR diet group.

## Slide 1
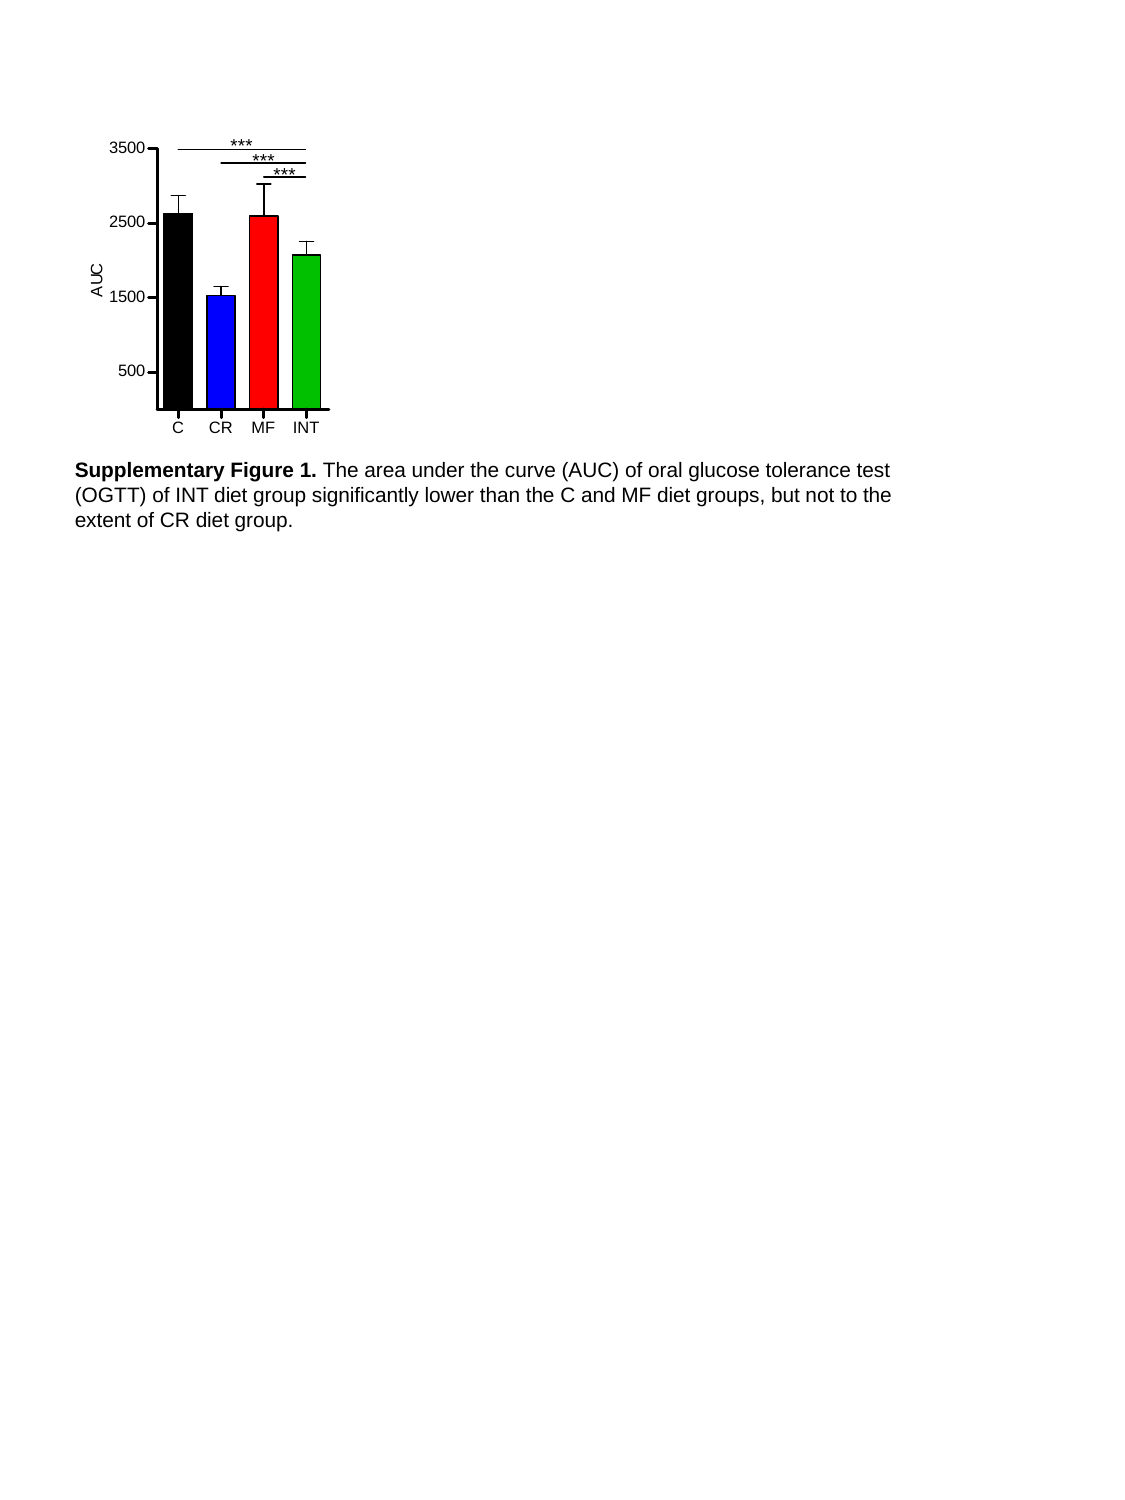

Supplementary Figure 1. The area under the curve (AUC) of oral glucose tolerance test (OGTT) of INT diet group significantly lower than the C and MF diet groups, but not to the extent of CR diet group.

# Supplementary material for: A weekly alternating diet between caloric restriction and medium fat protects the liver from fatty liver development in middle-aged C57BL/6J mice
**Source:** Mol Nutr Food Res. 2015 Jan 21;59(3):533–43. doi: 10.1002/mnfr.201400621
**Supplement:** Supplementary file 2

## Slide 1
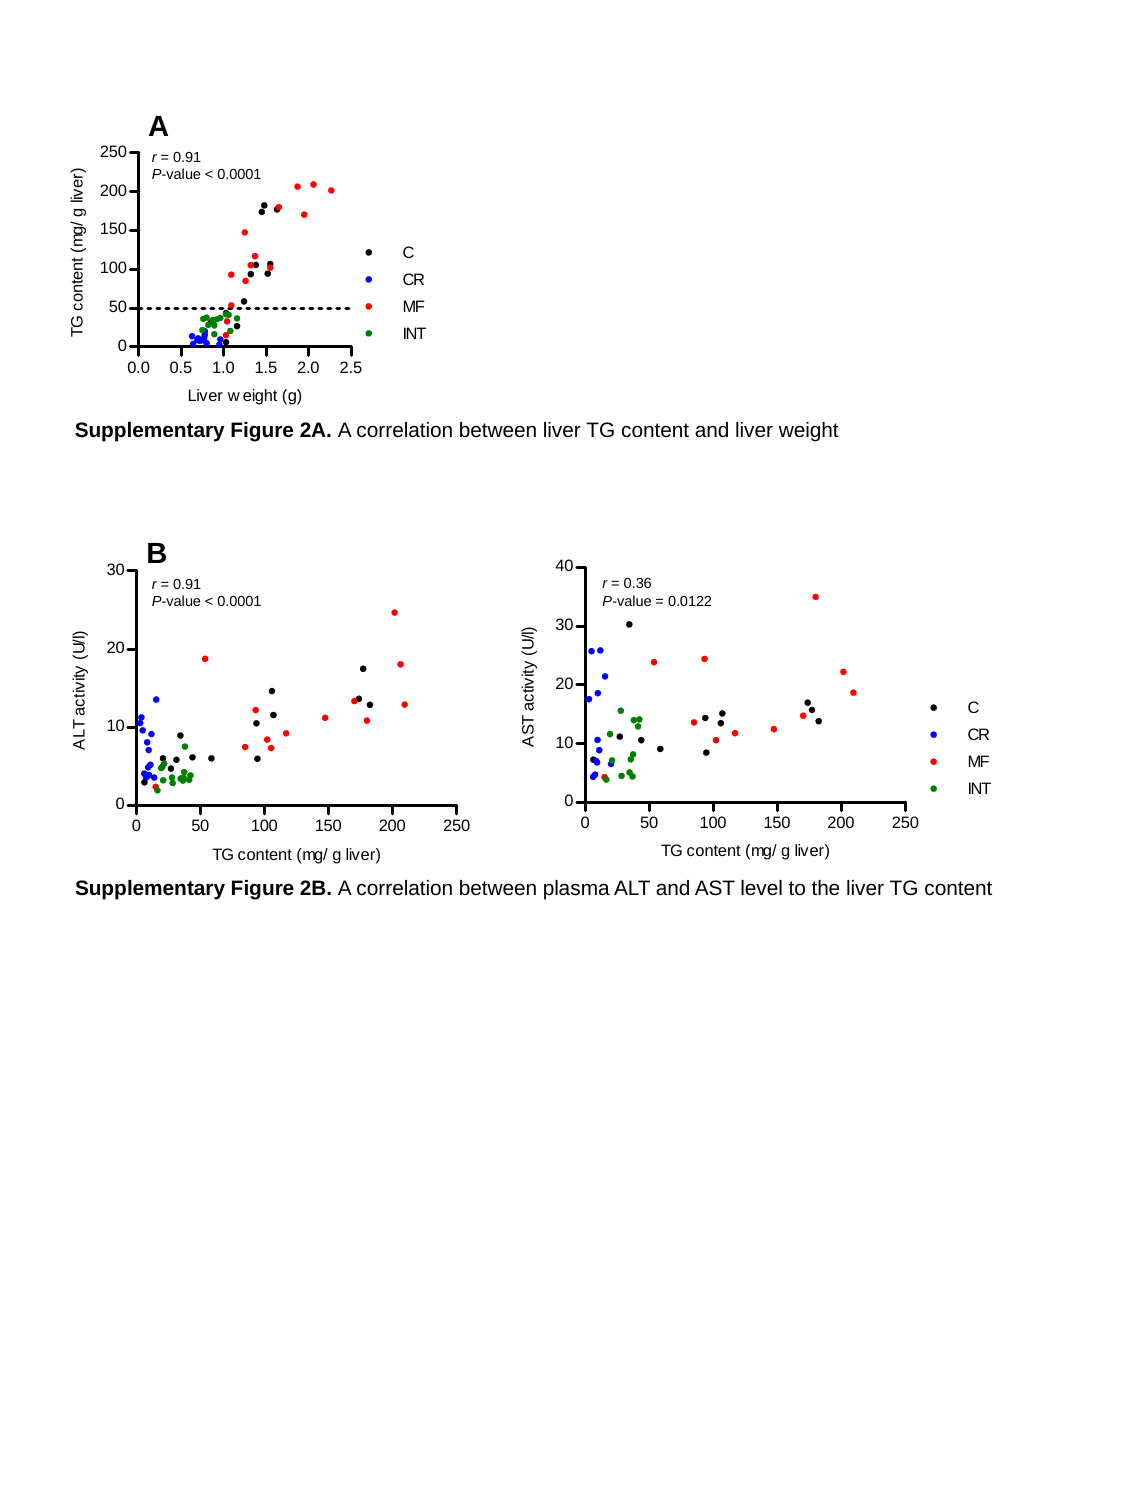

A
r = 0.91
P-value < 0.0001
Supplementary Figure 2A. A correlation between liver TG content and liver weight
B
r = 0.36
P-value = 0.0122
r = 0.91
P-value < 0.0001
Supplementary Figure 2B. A correlation between plasma ALT and AST level to the liver TG content

# Supplementary material for: A weekly alternating diet between caloric restriction and medium fat protects the liver from fatty liver development in middle-aged C57BL/6J mice
**Source:** Mol Nutr Food Res. 2015 Jan 21;59(3):533–43. doi: 10.1002/mnfr.201400621
**Supplement:** Supplementary file 3

## Slide 1
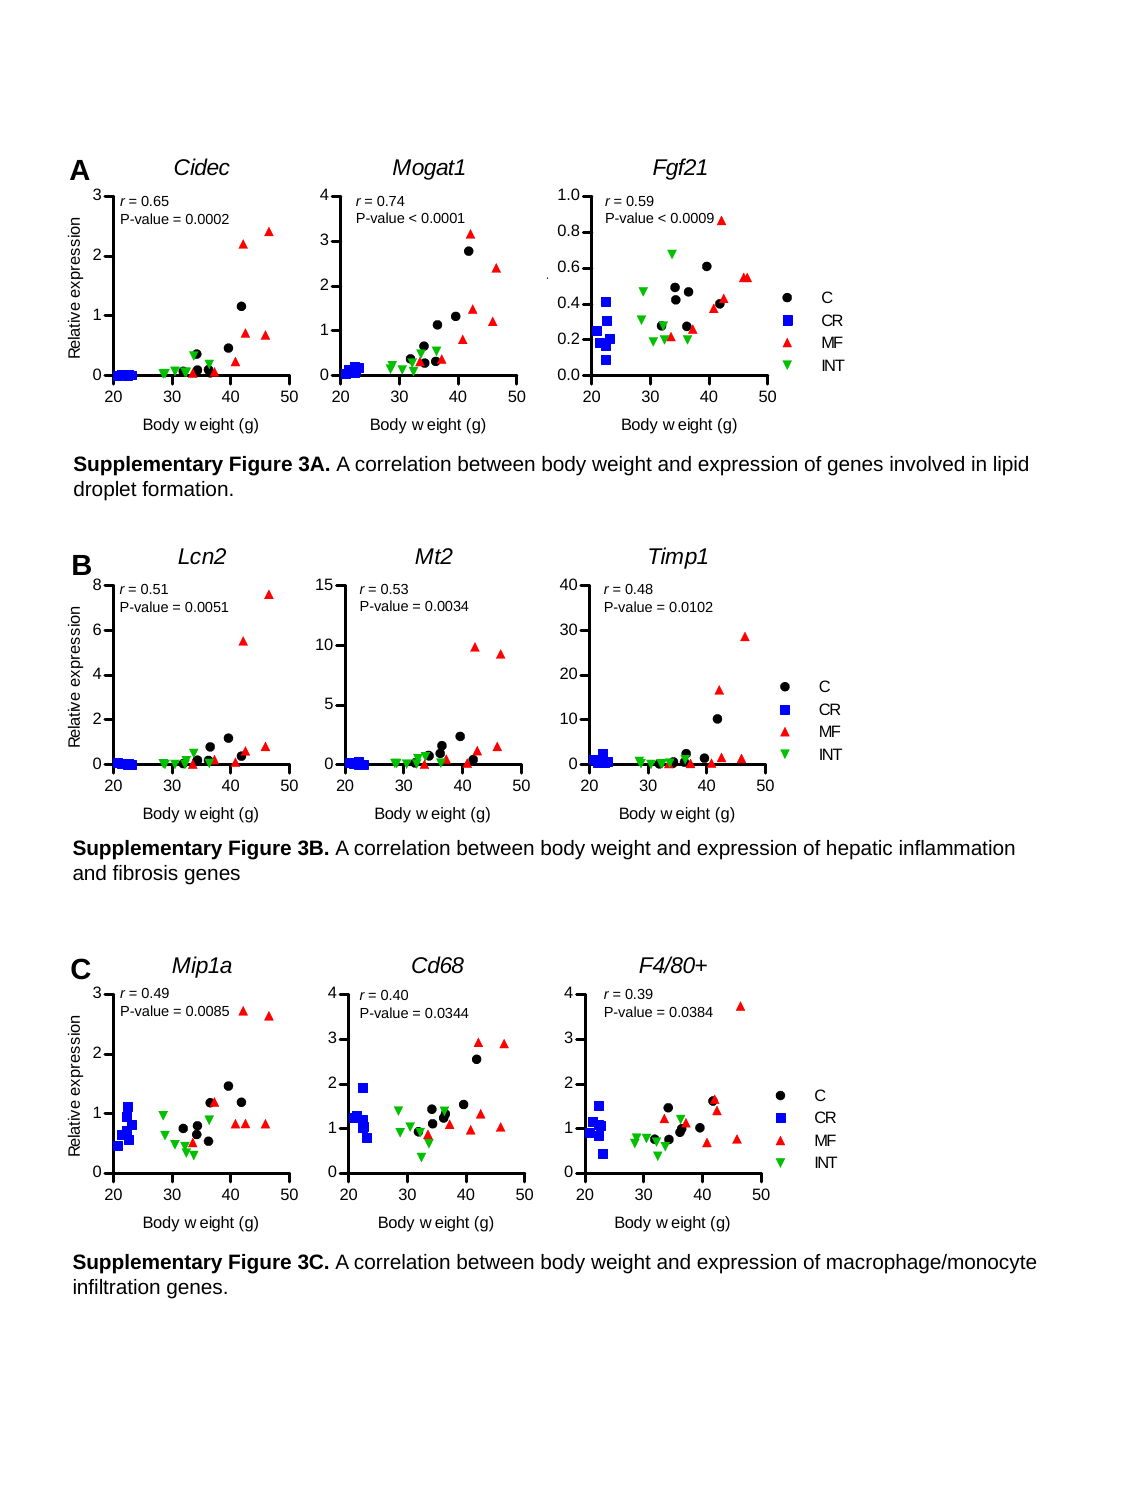

A
r = 0.74
P-value < 0.0001
r = 0.59
P-value < 0.0009
r = 0.65
P-value = 0.0002
Supplementary Figure 3A. A correlation between body weight and expression of genes involved in lipid droplet formation.
B
r = 0.53
P-value = 0.0034
r = 0.51
P-value = 0.0051
r = 0.48
P-value = 0.0102
Supplementary Figure 3B. A correlation between body weight and expression of hepatic inflammation and fibrosis genes
C
r = 0.49
P-value = 0.0085
r = 0.39
P-value = 0.0384
r = 0.40
P-value = 0.0344
Supplementary Figure 3C. A correlation between body weight and expression of macrophage/monocyte infiltration genes.

# Supplementary material for: A weekly alternating diet between caloric restriction and medium fat protects the liver from fatty liver development in middle-aged C57BL/6J mice
**Source:** Mol Nutr Food Res. 2015 Jan 21;59(3):533–43. doi: 10.1002/mnfr.201400621
**Supplement:** Supplementary file 4

## SUPPLEMENTARY TABLES

**Supplementary Table 1. Composition of the experimental diet.** The CR diet was adjusted for the vitamins and minerals amount to ensure a homologous intake between both groups.

|  | **AIN-93W** | **AIN-93W-CR** | **AIN-93W-MF** |
| --- | --- | --- | --- |
| Energy (kcal/g) | 3.85 | 3.77 | 4.25 |
| Energy from fat (%) | 9 | 10 | 25 |
| Energy from protein (%) | 15 | 15 | 13 |
| Energy from carbohydrates (%) | 76 | 75 | 61 |
| Mineral mix AIN-93M (g%) | 35 | 50 | 35 |
| Vitamin mix AIN-93M (g%) | 10 | 14 | 10 |
| Choline bitartrate (g%) | 2.5 | 3.5 | 2.5 |

**Supplementary Table 2. List of primer sequence used in Q-PCR analysis**

| **Gene name** | **Forward primer (5’ → 3’)** | **Reverse primer (5’ → 3’)** |
| --- | --- | --- |
| *Cidea* | TGACATTCATGGGATTGCAGAC | GGCCAGTTGTGATGACTAAGAC |
| *Cidec* | ATGGACTACGCCATGAAGTCT | CGGTGCTAACACGACAGGG |
| *Mogat1* | TCCCGTTGTTCCGAGAATATCT | TGCTCAGCACATGAGACAAAC |
| *Fgf21* | GTGTCAAAGCCTCTAGGTTTCTT | GGTACACATTGTAACCGTCCTC |
| *Saa2* | GCGAGCCTACACTGACATGA | TTTTCTCAGCAGCCCAGACT |
| *Lcn2* | TGGAAGAACCAAGGAGCTGT | GGTGGGGACAGAGAAGATGA |
| *Mt2* | GCCTGCAAATGCAAACAATGC | AGCTGCACTTGTCGGAAGC |
| *Timp1* | GCAACTCGGACCTGGTCATAA | CGGCCCGTGATGAGAAACT |
| *Mcp1* | CCCAATGAGTAGGCTGGAGA | TCTGGACCCATTCCTTCTTG |
| *Mip1α* | CCTCTGTCACCTGCTCAACA | GTAGACTCACATGGCGCTGA |
| *F4/80^+^* | CTTTGGCTATGGGCTTCCAGTC | GCAAGGAGGACAGAGTTTATCGTG |
| *Cd68* | CCAATTCAGGGTGGAAGAAA | CTCGGGCTCTGATGTAGGTC |
| *18s* | CGGCTACCACATCCAAGGA | CCAATTACAGGGCCTCGAAA |

**Supplementary Table 3A. Relative energy intake of different diets**

|  | **Control** | **CR** | **MF** | **ID** |
| --- | --- | --- | --- | --- |
| Energy intake (kcal/week) | 103.2±9.4 | 60.8±1.1 | 116.9±12.0 | 90.7±8.1 |
| Relative energy intake (%) | 100 | 58.9 | 113.3 | 87.9 |

**Supplementary Table 3B. Nutrient intake of the different diets**

| **Nutrients** | | **Control** | **CR** | **MF** | **ID** |
| --- | --- | --- | --- | --- | --- |
| Carbohydrate | Kcal | 78.6±7.7 | 45.6±0.8 | 67.4±9.0 | 59.3±4.9 |
|  | % | 76.0 | 75.0 | 61.6 | 65.9 |
| Protein | kcal | 15.5±1.5 | 9.1±0.2 | 14.4±1.9 | 12.3±1.0 |
|  | % | 15.0 | 15.0 | 13.1 | 13.7 |
| Fat | Kcal | 9.3±0.9 | 6.1±0.1 | 27.6±3.7 | 18.4±2.0 |
|  | % | 9.0 | 10.0 | 25.3 | 20.5 |

How the deposited data were processed for this re-analysis (not part of the article)

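Liver RNA of 27 male C57BL/6J mice was measured on Affymetrix Mouse Gene 1.1 ST arrays, with 7 mice on C, 7 on MF, 7 on INT and 6 on CR. The sample labels give each mouse's diet and replicate number, and these set the groups. The Q-PCR values of the paper, body weights and tissue measures were not used here.

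The authors labelled 100 ng of RNA per mouse, took RNA with an integrity number above 8.0, and normalized the arrays together by robust multiarray average. The deposited values are log2 intensities, background-corrected, quantile-normalized and summarised per probe set. The methods describe probe sets built for Entrez genes, and the plan for the comparisons assumed 1 value per Entrez gene. The table used here instead holds 35556 probe sets of the array's maker. Probe sets were linked to genes by the array's annotation, and a mouse gene table of assembly GRCm38.p6 gave the symbol of 18790 of the 18820 genes. Probe sets that named several genes (1881) or none (12457) were left out. Among the genes, 1386 had more than 1 probe set, and the one of highest mean value was kept, a rule added after the table had been seen. The closest pair of arrays held 138 identical values, so no array was a copy of another.

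Arrays carry no read depth. Their precision is set by the signal over background and by the number of mice. Genes entered the tests with an intensity above 20 on at least 5 arrays, as the methods state, which left 13603 genes. Simulated data with the groups and spread of these mice were tested by the same code. Of genes given a log2 change of 0.5, 1 or 2, limma recovered 88.1%, 100% and 100% between CR and C, and 82.1%, 98.5% and 98.5% between INT and C. Its false calls over 13603 genes numbered between 0 and 24 in the 6 comparisons. The recovered shares hold for the simulated genes alone. Among the real genes, Cidea at -2.35 (standard error 0.65) between INT and MF was not called. Neither was Csad at 1.42 (standard error 0.32) between INT and C. A count of 0 called genes therefore does not exclude changes of this size in genes that vary widely between mice. In 20 simulated sets with an effect in CR, the tree placed the CR-fed mice in a cluster of their own 20 times. A value without an effect is not available for the tree. The similarity test passed in 20 sets with and 1 without an effect, and the spread test in 20 with and 2 without.

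Comparisons between diets used limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, and eBayes with trend and robust off) on all 27 arrays, with Benjamini-Hochberg adjustment and a threshold of 0.05. The methods name no test across all genes. Lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists of a comparison. Permutation tests were 2-sided, either exact or with 100000 resamples. Clustering, similarity, spread and relations across mice used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9. Clustering took Pearson's r between gene-centred log2 values with average linkage, since the paper names neither the distance nor the linkage. The tree was divided into 3 clusters, the number the paper describes. A marker score is the mean over 4 genes of the log2 value standardised over the mice used.

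The lists, comparisons, tests and most other settings were written down before the data were examined. The 32 lists held 657 genes from general knowledge, of which 571 had a value and 537 passed the intensity minimum. They cover lipid droplets and steatosis, fatty acid synthesis, fatty acid oxidation and PPARa targets, cholesterol synthesis, bile acids, and gluconeogenesis with amino acid catabolism. They also cover the acute phase, fibrosis, macrophages, MHC class II, interferon response, male- and female-biased liver genes, circadian clock, and growth hormone, IGF and insulin signalling. Further lists hold endoplasmic reticulum chaperones, heat shock proteins, xenobiotic metabolism, cell cycle and oxidative phosphorylation. Marker lists cover T, B and NK cells, neutrophils, endothelial, stellate and cholangiocyte cells, adipocytes, exocrine pancreas, erythroid cells and hepatocytes, and the last 3 lists are the paper's own Q-PCR genes. Some genes stand in more than 1 list. Named genes are the paper's 12 Q-PCR genes, per comparison the 10 genes of largest change in each direction among called genes whose groups do not overlap (or the 10 of smallest p where fewer than 5 qualify), and up to 4 called members of each list (or 2 members of largest change where none is called).

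The other settings set beforehand were no intensity minimum, an intensity above 20 on all arrays, a mean above 50, median centring, cyclic loess, trended and robust variances, array weights, only the 2 groups compared, blocks by replicate or mouse number, each mouse left out, other linkages and distances, the 250 most variable genes, and the methods' one-way test with Tukey post-test. After the data had been seen, the array set (replicates 1 to 4 against 5 to 7) was added as a block, the sets were analysed apart, and the mean over a gene's probe sets was tried. The sets were found from the quartiles of the arrays, and the labels name no batch.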

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

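The tests of Y-linked genes, of the array sets for the sex-biased genes, of hepatocyte markers and of adipocyte markers were chosen only after the results had been seen.

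The lists of male- and female-biased liver genes, which the paper does not discuss, passed both correlations of the list test, the male-biased genes between CR and each other diet and the female-biased genes between INT and CR alone: a median log2 fold change of 1.51 for male-biased and -0.76 for female-biased genes between INT and CR, and of -1.37 between CR and C and -1.27 between CR and MF for male-biased genes. With an estimated correlation the female-biased genes did not pass between CR and C (median 0.77, camera adjusted p = 0.0788) or between CR and MF (median 0.56, camera adjusted p = 0.135). Female animals among the CR-fed mice are argued against, since the lowest CR-fed mouse lay 0.23 log2 units above the lowest other mouse in the mean of the Y-linked genes Eif2s3y, Kdm5d and Uty. The array set is argued against too, since the male-biased genes stood at -1.46 and -1.28 between CR and C in the sets. A lower share of hepatocytes is argued against as the source of changes this large, by a median of 0.018 between CR and C over 19 hepatocyte markers. Of the endothelial markers 5 of 16, and of the cholangiocyte markers 3 of 6, were higher in CR and 0 lower. A small shift in cell shares is therefore not excluded. What stays open is the restricted diet itself and what came with it, such as the fixed feeding time, and a feminized expression of sex-biased genes in the livers of CR-fed males may be put forward as a hypothesis, found and tested on the same data.

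Cidea and Cidec were high in some C- and MF-fed mice and low in others, a spread within a diet that the design does not explain. Adipose tissue in the liver sample stays open. The mean of Adipoq, Retn and Lep spanned 0.36 log2 units over the 14 mice, 7.8% of the 4.59 spanned by Cidec, but their highest intensities (17.6, 25.5 and 17.7) lay under or near the minimum of 20, and genes so low exclude nothing. Of the adipocyte markers with higher values, Plin1 (up to 37.6) was related to Cidec by Pearson's r = -0.435, whereas Fabp4 (up to 219) and Plin4 (up to 718) were related by 0.911 and 0.945. The array set is argued against: replicates 1 to 4 held 3 mice above and 5 below the median of Cidec, and replicates 5 to 7 held 4 and 2, so that the smallest side held 2 mice. Differences in liver fat between these mice may underlie the spread. The paper measured fat in the same animals, a relation not analysed here.

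Cd68 lay far from the others of its diet in C replicate 5, with an intensity of 559 against 298 in the next mouse. This was 1 of 52 groups tested for a mouse apart. Among so many groups chance can give such a mouse, at a rate that was not tested here.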

How the results depend on the processing

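Values within the array sets, with the set as a block, with set means removed or with the mean over probe sets come from settings chosen after seeing the data, and the others were set beforehand. All of these could be run. The counts of called genes between CR and the other diets stayed within 1.5 times under each setting planned beforehand, and those between INT and C stayed at 0. Between INT and MF, array weights called 3 genes (Cyp2b10, Nckipsd and Iqcc). Within replicates 1 to 4 and 5 to 7, with fewer mice, 1038 and 347 genes were called between INT and CR, 1226 and 497 between CR and C, and 331 in the second set between CR and MF, and Tff3 was the 1 gene called between MF and C in the first. With 1 mouse left out, calls ranged from 1674 to 2175 (INT and CR), 1919 to 2506 (CR and C), 2232 to 2761 (CR and MF) and 0 to 29 (INT and MF), and stayed at 0 for INT and C and for MF and C. The lowest of the CR counts came without CR replicate 4. The replicate numbers are not stated to pair mice, and mice of the same number were related by a mean r of 0.0696 and a lowest of -0.249. With the replicate number as a block the counts were 2079, 2410 and 2654 for INT and CR, CR and C, and CR and MF, and 0 for the other 3 comparisons.

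All 6 CR-fed mice stayed in a cluster of their own in each setting (5 to 6 with 1 mouse left out), and 20 to 27 of 27 mice were placed as in Fig. 3A (23 to 26 of 26). With 1 mouse left out, the similarity difference ranged from 0.197 to 0.3 (exact p from 0.000184 to 0.0239) and the spread difference from 0.0171 to 0.0321 (permutation p from 0.0208 to 0.191). The similarity difference was 0.216 with no intensity minimum, 0.26 with cyclic loess, 0.603 over the 250 most variable genes, 0.276 with set means removed and 0.097 as a Euclidean distance, all under the threshold. The spread difference was 0.192 over the 250 most variable genes and 0.0309 with set means removed, both past the threshold, and the cause was not tested. Of the 36 comparisons of INT over the Q-PCR genes, 1 was called. It was 2 with an intensity above 20 on all arrays, with a mean above 50 or with median centring, 3 with array weights or only the 2 groups compared, 0 within each array set, 4 with the methods' one-way test and Tukey post-test on linear values and 5 on log2 values, and 1 to 3 with 1 mouse left out (3 without MF replicate 6). Of the 12 relations, 8 passed by Pearson's r and 3 by Spearman's rho, and 3 and 1 without the 2 farthest mice. With linear intensities 9 and 3 passed, and with the first gene of each group alone 8 and 9. In the latter setting both relations with the macrophage genes over C and MF passed by rho (0.679 and 0.631, permutation test, adjusted p = 0.0223 and 0.0259). Of 186 list tests, 80 passed, and 4 with an estimated correlation.

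Signs turned for genes not called: within replicates 1 to 4, Mogat1 (0.18) and Timp1 (0.023) between INT and C and Ccl3 (0.09) between INT and CR; within replicates 5 to 7, Fgf21 between INT and C (-0.05) and INT and MF (-0.084), and Cidea (-0.012) and Mogat1 (-0.029) between INT and CR. With 1 mouse left out, Fgf21 between INT and MF ranged from -0.068 to 0.119, with -0.027 without MF replicate 1, -0.068 without INT replicate 1 and -0.032 without MF replicate 6. Lcn2 between INT and CR ranged from -0.047, without INT replicate 1, to 0.595. Of the called genes only Arntl turned, between CR and C, to -0.23 within replicates 5 to 7. The cause was not tested. Of 281 called results of named genes, 97 of 2745 values under settings planned beforehand and 323 of 7587 with 1 mouse left out lost the call, as did 4 with the set as a block, 78 within replicates 1 to 4 and 173 within replicates 5 to 7, and the mean over probe sets changed none.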

Differences from the paper's values

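Of the numbers in the paper's text, only those of genes on the array and of genes above the intensity minimum were compared here. Both were lower here, by less than the criteria used count as a difference. The methods count 21225 genes on the array (the paper's value), against 18820 here from other probe sets. The same intensity minimum left 13603 genes here, fewer than the methods count but within 1.5 times.

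The paper describes the 4 lipid droplet genes as lower in INT-fed mice. On the arrays this held for the means of Cidea, Cidec and Mogat1 and not for Fgf21, whose mean intensity was 72.9 (SD 19.8) in INT-fed against 66.6 (SD 13.8) in C-fed and 70.1 (SD 13.8) in MF-fed mice. This direction is not firm. INT replicate 1 had 112, the medians were 67.5 in INT, 65.3 in C and 73.1 in MF, the log2 fold change between INT and MF was 0.04 and turned to -0.068 without INT replicate 1, -0.027 without MF replicate 1 and -0.032 without MF replicate 6, and that between INT and C was 0.11 and 0.003 without INT replicate 1. Within replicates 5 to 7 both turned (-0.05 between INT and C and -0.084 between INT and MF).

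The paper reports no statistical difference of INT-fed mice from the other diets in its 12 Q-PCR genes. On the arrays, 35 of the 36 comparisons were not called over all genes either. Adgre1 was lower in INT- than in CR-fed mice, with a log2 fold change of -0.62 (limma, adjusted p = 0.00494). It was not called within either array set. Adjusted over the 12 genes alone, 8 of the 36 comparisons passed in limma: 6 between INT and MF, 2 between INT and CR and 0 between INT and C. The methods' one-way test with Tukey post-test passed for 4 comparisons on linear values (Adgre1 between INT and CR, and Cidec, Mogat1 and Ccl3 between INT and MF) and for 5 on log2 values (Adgre1 between INT and CR, and Cidea, Mogat1, Lcn2 and Ccl3 between INT and MF).

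The paper describes raised macrophage and monocyte genes only in a few MF-fed mice. On the arrays, the number of mice above the highest INT-fed mouse was 4 C-, 4 MF- and 6 CR-fed for Adgre1, 1, 3 and 2 for Cd68, 2, 2 and 1 for Ccl2, and 4, 4 and 0 for Ccl3. The mice above it for all 4 genes were MF replicates 3 and 4, which also had the highest macrophage scores (1.72 and 1.83). C replicates 1 and 5 and MF replicate 7 lay above it for 3 of the 4 genes. C replicate 5 had a score of 1.48 and the highest Cd68 intensity, 559 against 539 in MF replicate 4. The mice above the highest INT-fed mouse in all 4 genes were thus MF-fed, whereas those above it in 3 included C-fed mice. Some excesses were small, such as Ccl3 in C replicate 4, at 41.34 against 41.12 in INT replicate 4. The paper gives no such limit for a raised level, so these counts do not decide whether its description holds.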

Other observations

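The test of carry-over was set before its result was seen, though the list medians between INT and MF were known. Of 18 genes of the circadian clock, 3 were higher and 2 lower in CR- than in C-fed mice (5 and 3 adjusted over the list alone, median 0.08), and the list as a whole did not pass (camera adjusted p = 0.425). Cry1, a repressor of the clock, was higher in CR- than in C-fed mice by a log2 fold change of 0.78 (standard error 0.18), Arntl, a clock activator, by 1.08 (standard error 0.33), and Bhlhe41, a repressor, was lower by -0.95 (standard error 0.21). Bhlhe41 lay under the intensity of 20 in 5 of 6 CR-fed mice, so that background limits the size of its change, and Arntl was not called between CR and MF (limma, adjusted p = 0.0738). None of these 3 genes was called within replicates 5 to 7, where Arntl turned to lower in CR than in C. Arntl was not called either without CR replicate 3 (adjusted p = 0.0719) or CR replicate 4 (adjusted p = 0.0599), or with only the 2 groups compared (adjusted p = 0.0567). CR-fed mice were fed at a fixed time of day, and whether this moved the clock genes was not tested. Of 25 endoplasmic reticulum chaperone and stress genes, 6 were lower and 2 higher in CR than in C, the same when adjusted over the list alone (median -0.02, adjusted p = 0.227), with Xbp1, a regulator of the unfolded protein response, at -0.66 and Creld2 at -0.85. Of 12 heat shock proteins, 2 were lower and 1 higher (3 and 1 adjusted over the list alone, median -0.12, adjusted p = 0.212), with Dnaja1 at -0.39 and Hspa8 at -0.22. Of 18 interferon response genes, 5 were lower and 2 higher (5 and 3 adjusted over the list alone, median -0.14, adjusted p = 0.227), with Ifit1 at -0.95 and Irf7, a transcription factor of the response, at 0.70.

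Of 32 genes of xenobiotic metabolism, 10 were higher and 5 lower in CR than in C (13 and 5 adjusted over the list alone, median 0.06, adjusted p = 0.227). Gsta4, a glutathione transferase, stood at 1.05 and Aldh1a1, a retinal dehydrogenase, at -0.78. Of 28 oxidative phosphorylation genes, 5 were lower in INT than in CR, also 5 adjusted over the list alone (median -0.08, adjusted p = 0.00166, and adjusted p = 0.49 with an estimated correlation), with the ATP synthase gene Atp5o at -0.21. Of 21 cell cycle genes, 1 was higher and 1 lower in CR than in C, Pcna (0.20) and Ccne1 (-0.35), the same over the list alone (median 0.06, adjusted p = 0.649). Of 14 T, B and NK cell markers, Cd4 alone was called between CR and C (-0.63, also 1 over the list alone, list median -0.07, adjusted p = 0.326). Of 4 exocrine pancreas markers, 0 were called, and 0 over the list alone (median -0.04, adjusted p = 0.558). Of 10 erythroid markers only Alas2 (-1.42) and Slc4a1 (0.46) had a value among the genes used, too few for the list test. Creld2 and Irf7 were not called within replicates 1 to 4 (adjusted p = 0.0638 and 0.108), nor Ifit1, Ccne1, Cd4 and Slc4a1 within replicates 5 to 7 (adjusted p = 0.733, 0.406, 0.165 and 0.0846), and Hspa8, Pcna and Atp5o were called within neither set. Hspa8 was not called either without C replicate 1 or 7 or CR replicate 5 or 6 (adjusted p up to 0.0944), with only the 2 groups compared (adjusted p = 0.0766) or with the mouse number as a block (adjusted p = 0.0663). Between MF and C the smallest p belonged to Zfp382 (0.43, adjusted p = 0.14), and Got1 stood at -0.60 (adjusted p = 1).

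Livers of INT-fed mice, sacrificed in their ad libitum week, could still carry expression of the restricted weeks. Over the 2382 genes called between CR and C, the differences CR minus C and INT minus MF, which share no mouse, were related across genes by r = 0.074 (exact permutation p = 0.686 over 3432 splits), and 1581 genes (66.4%) had the same sign. CR minus MF with INT minus C gave 0.287 (exact permutation p = 0.183), with 1753 of 2690 genes (65.2%) of the same sign. The condition set beforehand against carry-over counted a p of 0.05 or more, which was wrong, since such a p does not show that a relation is absent. With 7 mice per diet the question stays open.

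For the genes called between CR and the other diets, chance can be excluded: among 100 splits of the same mice into groups of the same sizes, the real one included, 1 gave as many genes, the real one. The real counts were 2039 (INT and CR), 2382 (CR and C) and 2690 (CR and MF), and the highest others 446, 1438 and 1496. For INT and C, INT and MF, and MF and C, limma called 0 genes (922, 1479 and 464 at an unadjusted p under 0.05), a count that all 100 splits reach by necessity, so that the splits decide nothing there (highest others 0, 1 and 269). The 269 genes belong to the highest of the other splits of the MF- and C-fed mice, whose median was 0. A split that calls many genes points to a structure of the mice apart from the diets, but whether mice without such a structure would give as high a maximum was not tested.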
